# Multi-Dimensional Transcriptome Analysis Reveals Modulation of Cholesterol Metabolism as Highly Integrated Response to Brain Injury

**DOI:** 10.3389/fnins.2021.671249

**Published:** 2021-05-14

**Authors:** Victor Gourain, Olivier Armant, Luisa Lübke, Nicolas Diotel, Sepand Rastegar, Uwe Strähle

**Keywords:** regenerative neurogenesis, zebrafish, cholesterol, regulation of transcription, bioinformatics analysis

## Abstract

Zebrafish is an attractive model to investigate regeneration of the nervous system. Despite major progress in our understanding of the underlying processes, the transcriptomic changes are largely unknown. We carried out a computational analysis of the transcriptome of the regenerating telencephalon integrating changes in the expression of mRNAs, their splice variants and investigated the putative role of regulatory RNAs in the modulation of these transcriptional changes. Profound changes in the expression of genes and their splice variants engaged in many distinct processes were observed. Differential transcription and splicing are important processes in response to injury of the telencephalon. As exemplified by the coordinated regulation of the cholesterol synthesizing enzymes and transporters, the genome responded to injury of the telencephalon in a multi-tiered manner with distinct and interwoven changes in expression of enzymes, transporters and their regulatory molecules. This coordinated genomic response involved a decrease of the mRNA of the key transcription factor SREBF2, induction of microRNAs (*miR-182*, *miR-155*, *miR-146*, *miR-31*) targeting cholesterol genes, shifts in abundance of splice variants as well as regulation of long non-coding RNAs. Cholesterol metabolism appears to be switched from synthesis to relocation of cholesterol. Based on our *in silico* analyses, this switch involves complementary and synergistic inputs by different regulatory principles. Our studies suggest that adaptation of cholesterol metabolism is a key process involved in regeneration of the injured zebrafish brain.

## Introduction

The capacity of the human brain to regenerate damaged tissue is very limited. In contrast, the central nervous system (CNS) of some fish species has a remarkable ability to regenerate with full restoration of functions (Becker et al., 2004; März et al., 2011; Kaslin et al., 2013; Diotel et al., 2020; Jurisch-Yaksi et al., 2020). For example, deep wounds inflicted by stabbing the brain of the zebrafish with a needle will fully heal. For this (März et al., 2011; Kaslin et al., 2013) and all its other experimental advantages (Kalueff et al., 2014; Marques et al., 2019), the zebrafish has become a powerful model for the analysis of regeneration of the CNS of vertebrates. Although many brain regions show strong cell proliferation and regenerative responses to injury (Kaslin et al., 2017), the telencephalon has emerged as a favored tissue to study regenerative neurogenesis in zebrafish. The everted structure of the teleost telencephalon presents proliferative cell bodies immediately below the skull and the thin tela choroidea at the dorsal surface (Lam et al., 2009; März et al., 2010a; Folgueira et al., 2015; Alunni and Bally-Cuif, 2016). The telencephalic hemispheres are thus easily accessible to wounding and observation without damaging other brain tissues (März et al., 2011; Kizil et al., 2012; Bardehle et al., 2013).

Radial glia cells (RGCs) are the stem cells driving the regenerative response in the zebrafish telencephalon (Pellegrini et al., 2007; Lam et al., 2009; März et al., 2010a). Their cell bodies are scattered at the periventricular surface from the everted dorsal aspects of the medial areas of the telencephalon. Their thin processes span the entire parenchyma. RGCs differentiate into either neuronal cells or, in self-renewing cycles, into more radial glial cells (Than-Trong and Bally-Cuif, 2015; Dray et al., 2021). In response to injury, RGCs undergo mostly symmetric divisions (Barbosa et al., 2015).

Cell death was an immediate reaction to damage of the tissue by 4 hours post lesion (hpl) followed by recruitment of microglia and peripheral immune cells to the lesion (März et al., 2010b; Kroehne et al., 2011; Baumgart et al., 2012; Kyritsis et al., 2012). Edema developed at 24 hpl (Kroehne et al., 2011). Oligodendrocytes and oligodendrocyte precursors accumulate at the site of the injury similar to what is observed in the mouse brain (März et al., 2011; Ghaddar et al., 2021). However, in contrast to the mouse brain, oligodendrocytes or their precursor did not proliferate significantly in the zebrafish (März et al., 2011; Baumgart et al., 2012). By 48 hpl, the RGCs start to divide at a higher rate above the baseline levels characteristic of constitutive neurogenesis (Lam et al., 2009; März et al., 2011; Kizil et al., 2012; Diotel et al., 2013). When only one hemisphere of the telencephalon is injured, this proliferative response as well as gene activation is entirely restricted to the injured hemisphere (März et al., 2011; Rodriguez-Viales et al., 2015). Thus, signals increasing proliferative responses are limited to the injured hemisphere despite the close juxtaposition of the ventricular surfaces in the medial region of the telencephalon. Proliferation of RGCs reaches a peak at 6–8 days after lesion (dpl) and then decreases steadily again reaching basal levels by 10 days (März et al., 2011; Diotel et al., 2020). This proliferation of RGCs can be triggered by inflammatory signals (Kyritsis et al., 2012).

Transcription is a tightly regulated process, where cross-talk between epigenetic marks, transcription factors and their *cis*-regulatory elements orchestrate gene expression. On top of these complex interconnected *cis*- and *trans*-regulatory processes, alternative splicing offers an additional layer to modulate transcriptional responses by increasing the functional diversity of proteins by exon inclusion or exclusion or affecting the stability of mRNAs and proteins (Beyer and Osheim, 1988). Expression levels are further fine-tuned by regulatory RNAs [microRNAs (miRNAs) and long non-coding RNAs (lncRNAs)]. Measuring changes in the repertoire of spliced isoforms and key regulators in relation to differentially expressed gene ontology groups can help deciphering the molecular processes underlying brain regeneration.

Previously, we identified by deep sequencing 252 transcription factor (TF) genes which were up-regulated and 27 TF genes that were down-regulated upon injury (Rodriguez-Viales et al., 2015). The expression pattern of these genes was mapped together with 1,202 constitutively expressed regulators of transcription (Diotel et al., 2015; Rodriguez-Viales et al., 2015). These previous studies focused on the response of transcription factor genes to injury and repair of the telencephalon. Here, we have broadened the analysis of our RNASeq data to all gene ontologies to identify pathways and biological processes that are activated or repressed in response to injury. Besides the expected processes such as neurogenesis and axonal growth, we identified, among many others, genes related to cholesterol metabolism to be differentially expressed in response to injury. This response was multi-tiered and highly coordinated. While mRNAs encoding synthesizing enzymes were down-regulated, transporters were up-regulated. Moreover, transcriptional changes indicated regulation of expression at multiple levels, from the down-regulation of the master TF of cholesterol synthesizing enzymes, *Srebf2*, to the up-regulation of miRNAs with target sequences in cholesterol synthesizing enzymes and *Srebf2* itself. Finally, mRNAs of cholesterol transporters and synthesizing enzymes were differentially spliced suggesting alternative splicing as yet another mechanism for fine-tuning cholesterol metabolism. Our data strongly suggest that modulation of cholesterol metabolism is a key process in brain regeneration in the zebrafish. In addition, our study provides the first comprehensive analyses of basal and injury induced expression of miRNAs and long non-coding RNAs and the shifts in splice patterns in the transcriptome of the regenerating zebrafish telencephalon. We thus report here also valuable resources for follow-up studies.

## Materials and Methods

### RNASeq Data Analysis

RNASeq data were generated as described previously (Rodriguez-Viales et al., 2015). Briefly, one telencephalic hemisphere was injured by inserting a syringe needle as described in detail in Schmidt et al. (2014). RNAs were extracted from uninjured and injured telencephalic hemispheres of the adult zebrafish at 5 dpl. Each telencephalic hemisphere was processed separately. The RNAs were then processed to prepare RNASeq libraries following instructions of the supplier of the reagents (Illumina). Samples were sequenced on an Illumina HiSeq1500. The resulting reads were mapped against the zebrafish reference genome GRCz11 with STAR (Dobin et al., 2013). For reads mapped at multiple loci, only the mapping with the highest quality score was outputted. The purpose was to more accurately quantify the expression of genes. Raw read counts at gene level were computed with HTSeq in union mode (Anders et al., 2015). Expression normalization and differential expression analysis were both carried out with DESeq2 (Love et al., 2014). Aberrant values of expression were flagged and corrected with a generalized linear model with DESeq2. Taken into account the high depth of sequencing, i.e., greater than 200,000,000 on average per sample, a gene was considered as expressed with an average normalized level of expression across all samples greater than 100. Differences in expression between control and injured telencephalic hemispheres were assessed also with DESeq2. The *p*-values of the Wald tests were adjusted with the Bonferroni method. A threshold of 0.05 was applied on adjusted *p*-value (adjp) to identify significant changes in expression in response to injury. No threshold was applied on fold change (FC) to exhaustively identify differentially expressed genes.

lncRNA genes transcribed in the adult zebrafish telencephalon were identified based on the tag “biotype” extracted from the annotation of the zebrafish reference genome. The biotype of RNAs was predicted with the alignment of genomic sequences against non-coding sequence of the RFAM database (Kalvari et al., 2018) with BLASTN (Altschul et al., 1990). The resulting alignments were then filtered applying thresholds on e-values and refined with a co-variance model as described on the Ensembl website^1^. The annotation of the neighboring genes directly upstream and downstream, with no threshold of distance, was carried out with the R packages GenomicRanges (Lawrence et al., 2013).

For the functional annotation of the zebrafish genome, the latest gene ontology terms (Ashburner et al., 2000), signaling pathways (Kanehisa and Goto, 2000), and metabolism pathways (Fabregat et al., 2018) were retrieved from their respective database. The enrichment was then tested with the one-tailed exact Fisher test, as previously published (Cato et al., 2017). The Fisher *p*-values were corrected with the False Discovery Rate (FDR) method as previously published (Cato et al., 2017). A threshold of 0.05 was applied on corrected *p*-values to identify significantly enriched biological functions.

The two binding motif of SREBF2 identified in vertebrates were retrieved from the database JASPAR 2018 (Khan et al., 2018) and were mapped, with HOMER (Heinz et al., 2010), in the promoter sequence of all genes with significant variation in the level of transcripts in response to injury. The promoter region was defined as 1-kb upstream of the transcription start site, provided by the annotation of the zebrafish reference genome. For the mapping of sterol regulatory element (SRE) with HOMER, a background set was created with the same number of sequence, i.e., 4,989, randomly extracted from the zebrafish reference genome GRCz11. The background sequences were also of the same size, i.e., 1 kb. Both forward and reverse strands were analyzed.

To investigate alternative splicing of polyadenylated RNAs, transcripts synthesized in the adult zebrafish telencephalon were first *de novo* reconstructed from mapped RNASeq reads with STAR. The mapping of the reads at splicing junction was refined with a second pass taken into account splicing junctions identified in both control and injured RNASeq samples. From the mapped reads, transcripts were *de novo* reconstructed, with Leafcutter (Li et al., 2018), with no limits in the number of introns per transcript and novel splice junctions supported by a minimum of 20 split reads. For each transcript differential splicing between control and injured telencephalic hemisphere was assessed with Leafcutter as well. The *p*-values were corrected with the FDR method as recommended. Significant alternative splicing of transcripts in response to injury were identified with two parameters: 1. applying a threshold of 0.05 on adjp, 2. the corresponding splicing junction was covered by at least 20 mapped reads. Results were visualized with the genome browser IGV (Thorvaldsdóttir et al., 2013) and transcript isoforms were manually reconstructed. The sequence of spliced exons was retrieved from Ensembl (Yates et al., 2020) and the corresponding protein domains were identified with the software InterPro (Mitchell et al., 2019) relying on annotation of protein domains present in the database UniProt (UniProt Consortium, 2019).

### Sequencing of Small RNAs and MicroRNA Analysis

After an identical preparation of RNAs as described above and in Rodriguez-Viales et al. (2015) small RNA libraries were prepared from 1 μg of total RNAs with the Small RNA Library Preparation kit (Illumina) following the manufacturer’s protocol. Three libraries for control and injured telencephalic hemispheres were sequenced with a HiSeq1500 (Illumina). The adaptor sequence (Illumina) was trimmed from raw reads with Cutadapt (Martin, 2011) for a final insert size of 21, 22, or 23 nucleotides.

Passing all quality controls carried out with FASTX toolkit^2^, reads were mapped against the zebrafish reference genome GRCz11 with STAR (Dobin et al., 2013). No soft-clippings were allowed, only one mismatch was allowed and only mappings with a quality of 30 (Phred score) were outputted. Raw read counts were computed with HTSeq (Anders et al., 2015) in union mode and with an annotation file including all known miRNA loci in the annotation of the zebrafish reference genome GRCz11, as recommended by the ENCODE project (ENCODE Project Consortium, 2012). Expression normalization and differential expression analysis were both carried out with DESeq2 (Love et al., 2014), as described above. A threshold of 0.05 was applied on adjp to identify significant changes in steady state levels of miRNAs upon injury. To identify strong changes in levels of miRNAs upon injury, thresholds of 0.25 and 2 were applied on FC. A miRNA was considered as expressed with an average normalized level of expression across all samples greater than 10. Predicted target mRNAs, specific for the zebrafish, were retrieved from the database TargetScanFish (Ulitsky et al., 2012). No filters were applied on the tissue where the miRNAs were originally expressed.

### Preparation of Biological Samples and qRT-PCR

Injury was inflicted to the telencephalon as described previously (März et al., 2011). For qRT-PCR, total RNA was isolated from injured and uninjured telencephalic hemispheres using Trizol (Life Technology). First strand cDNA was synthesized from 1 μg of total RNA with the Maxima First Strand cDNA kit (Thermo Fisher Scientific) and according to the manufacturer’s protocol. qRT-PCR was carried out with a StepOnePlus Real-time qRT-PCR system (Applied Biosystems) and SYBR Green I fluorescent dye (Promega). Expression levels of genes were normalized to β-actin expression and the relative expression levels were calculated using the 2-ΔΔCT method. Real-time qRT-PCR was carried out in triplicates of independently prepared samples and repeated once. Differences in relative expression between control and injured telencephalic hemispheres were tested with the one-tailed *t*-test. The sequence of the primers is provided in Supplementary Table 10.

## Results

### Injury-Induced Changes in Steady State Levels of Polyadenylated RNAs in the Telencephalon

To get a comprehensive picture of the transcriptional changes caused by injury of the adult brain, we re-analyzed previously established RNASeq data (Rodriguez-Viales et al., 2015). The sequenced cDNA was derived from polyadenylated RNA isolated from injured telencephala of the adult zebrafish at 5 dpl, with the contralateral hemisphere as uninjured control (Rodriguez-Viales et al., 2015). 

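Polyadenylated RNA from 3 uninjured (control) and 3 injured telencephalic hemispheres at 5 dpl was sequenced as 1 library per hemisphere. For each library, the authors deposited the number of reads that HTSeq counted in union mode on each annotated gene of GRCz11 after mapping with STAR. These values are raw counts without normalization. Genes were tested with edgeR's quasi-likelihood F-test after TMM normalization, with Benjamini-Hochberg adjustment over the 22558 genes kept by edgeR's filterByExpr, and adjp stands for this adjusted *p*-value unless another test is named. Expression is given as CPM (counts scaled to a common library total) after the same normalization, as the mean ± SD over 3 libraries, and every log2 fold change is that of injured over control hemispheres. Its standard error (SE) is the absolute log2 fold change divided by the square root of the F statistic. With 3 libraries against 3, an exact two-sided permutation test of a single gene cannot give a *p*-value below 0.1. Separation of all injured from all control libraries is therefore given instead, which chance gives for 10% of genes, or 5% in each direction. These rates treat the 6 libraries as exchangeable and do not allow for the pairing by replicate number described at the end. Each of the 6 libraries was also left out in turn. These fits do not use the pairing, and each leaves 1 replicate number with a single library. The files name genes by Ensembl identifier, and symbols were taken from the supplementary tables of the paper and from a table of Ensembl gene names. Some genes, such as *cxcl12a*, *sox9a* and *ptbp1b*, were assigned by exclusion of a named paralogous gene. The strand setting of the counting is not stated in the text of the paper, so the counts of overlapping genes are uncertain. How reads were divided between near-identical copies was not tested.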

We analyzed in total approximately 600,000,000 reads from injured telencephalic hemispheres and an equal number of reads from uninjured control hemispheres. 

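Between 59675791 and 91663196 reads per library were counted on genes, with a median of 78812707 in control and 83474435 in injured hemispheres. A further 28.8% to 31.2% of the counts of a library were assigned to no gene or to more than 1 gene. With these included, the files hold 322765172 counts for the control and 341254883 for the injured hemispheres. HTSeq adds 1 count per read or per read pair, and the text of the paper does not state whether both ends were sequenced. Variation between replicates was larger than counting error, with chi-square values per degree of freedom between 15.3 and 28.5 for pairs of libraries of the same condition. The common biological coefficient of variation estimated by edgeR was 0.145.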

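Counts were transformed with the variance-stabilizing transformation of DESeq2, and libraries were compared by Euclidean distance. The mean distance was 27.6 between control libraries, 33.2 between injured libraries and 44.4 between control and injured libraries. The smallest distance between libraries of different conditions, 37.5, was above the largest within a condition, 36.7. Hierarchical clustering with complete linkage into 2 clusters separated the conditions. The ratio of the mean distance between conditions to that within conditions was 1.46. It changed most when only the 1000 most variable genes were used, to 1.61. There the smallest distance between conditions, 24.6, was below the largest within a condition, 27.9. With each library left out in turn, the ratio lay between 1.35 and 1.59.

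**Figure D1:**
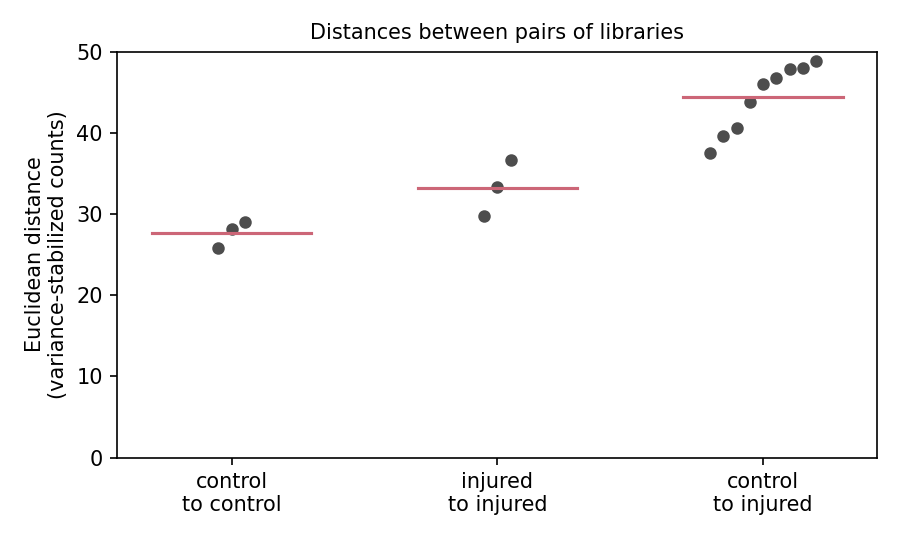
Euclidean distance between variance-stabilized counts for each pair of libraries, as points, grouped by the conditions of the pair, with red lines at the group means of 27.6, 33.2 and 44.4. Distances between control and injured libraries begin at 37.5 and those within a condition end at 36.7.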

The RNASeq samples from the three biological replicates of each condition were consistent as assessed by hierarchical clustering (Figure 1A). 

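Each count file lists 32520 genes, of which between 26523 and 27408 had at least 1 read in a library. Counts were divided by DESeq2 size factors and averaged over the 6 libraries. The mean was greater than 100 for 17299 genes. With each library left out in turn, this number lay between 17126 and 17466.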

A total of 32,520 genes annotated in the zebrafish reference genome GRCz11 were tested and 17,301 were expressed in the adult zebrafish telencephalon (Figure 1B). 

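Of the genes tested, 3715 had an adjp below 0.05, of which 2628 were higher and 1087 lower after injury, so that 70.7% of these genes were higher. Without adjustment, 6890 genes had a *p*-value below 0.05. Injured and control libraries did not overlap for 35.8% of the genes tested, against 10% by chance if the libraries are exchangeable. In all injured libraries, 4571 genes were higher and 3507 lower. The DESeq2 Wald test with Benjamini-Hochberg adjustment gave 4956 genes, 3034 higher and 1922 lower. The total fell most under Bonferroni adjustment of the edgeR test, to 51 genes, all of them higher. Scaling by library size alone gave 3051 higher and 470 lower genes. With replicate number as a block in the edgeR model, 8141 genes were called, 4490 higher and 3651 lower, including all 3715 called without it. The number of genes called was 1797, 2372 and 1820 without control replicates 1, 2 and 3, and 3017, 2209 and 2355 without injured replicates 1, 2 and 3.

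Among genes with a mean normalized count above 100, an adjp below 0.05 and no overlap between the conditions, the 5 with the largest increase were *lhx4*, *tph2*, *rbp4l*, *CNGA1* (ENSDARG00000029898) and *CR318588.3*, with log2 fold changes of 5.43, 5.39, 5.33, 4.70 and 4.21. The first 4 of these were mainly detected in injured replicates 1 and 3. For *lhx4*, the CPM were 4.33 and 12.9 in these libraries, 0.235 in injured replicate 2 and 0.132 ± 0.0113 (SD, n = 3) in control hemispheres. Its adjp of 0.0333 rose to 0.111, 0.0983 and 0.115 without control replicates 1, 2 and 3, and 0.0544 and 0.0660 without injured replicates 1 and 3. *CR318588.3* stayed past the threshold with each library left out. The 5 genes with the largest decrease were *sqlea*, *lss*, *insig1*, *cyp51* and *ldlra*.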

The analysis of differential expression revealed 1,946 and 3,043 genes with significantly up- or down- regulated expression, respectively (adjusted *p*-value (adjp) < 0.05) (Figure 1B and Supplementary Table 1), relative to the transcriptome of the uninjured hemisphere.

**FIGURE 1:**
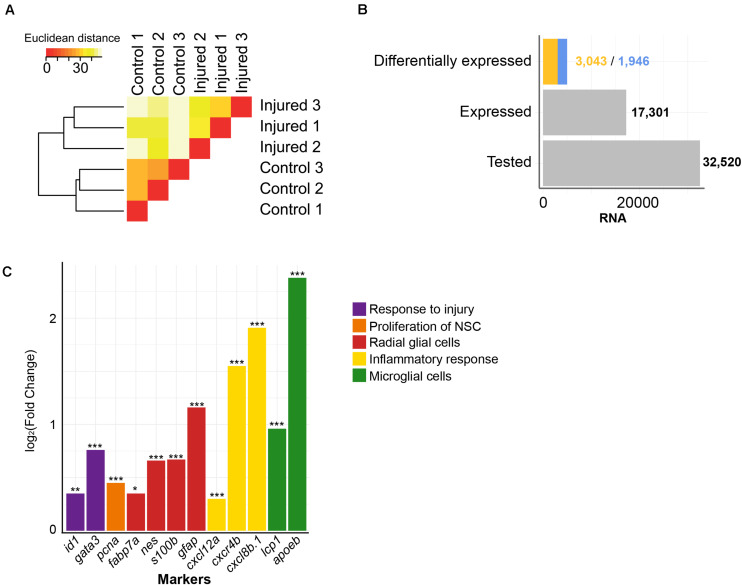
Injury-induced changes in level of polyadenylated RNAs. **(A)** Similarities between transcriptome of RNASeq samples were assessed by hierarchical clustering on the Euclidean distances computed between samples. The RNASeq samples were consistently grouped in their condition, control and injured. **(B)** RNAs were quantified for all annotated genes in the zebrafish reference genome GRCz11 (“Tested,” *n* = 32,520), genes expressed in the adult zebrafish telencephalon (“Expressed,” *n* = 17,301) or genes differentially expressed upon injury (“Differentially expressed”). The blue color depicts increased levels of transcript after injury (*n* = 1,946) and the yellow color decreased levels of transcript after injury (*n* = 3,043). **(C)** The sensitivity of the RNASeq analysis was further evaluated with significant changes in level of RNAs of relevant markers for regenerative neurogenesis. These markers were, selected based on literature, were grouped according to respective biological functions relative to the repair of damaged adult zebrafish telencephalon (color code). *adjp = 0.05, **adjp < 10^– 02^, ***adjp < 10^– 04^.

To assess the sensitivity of our analysis, we selected genes known from previous studies to be altered in their level of expression by injury of the telencephalon (Figure 1C). The transcription factor *gata3* is a gene which responds to injury of the telencephalon very rapidly (Kizil et al., 2012), and is followed by the transcription regulator *id1* (Rodriguez-Viales et al., 2015). In agreement, the level of transcripts coding for Gata3 and Id1 were significantly increased upon injury (Fold Change (FC) = 1.70 and 1.30, respectively; adjp < 10^–04^ and adjp < 10^–02^, respectively). Similarly, transcripts coding for proliferation cell nuclear antigen (PCNA), a marker of dividing cells (Romero-Alemán et al., 2004), were elevated after injury (FC = 1.37; adjp < 10^–04^), as well as mRNAs of the RGC-specific genes *fabp7a*, *nestin*, *s100b*, *glial fibrillary acidic protein* (*gfap*) (FC = 1.27, 1.58, 1.59, and 2.23, respectively; adjp < 0.05, < 10^–05^, < 10^–05^ and < 10^–24^, respectively) (Lam et al., 2009; Moullé et al., 2012). 

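Transcripts of *gata3* (ENSDARG00000016526) were at 1.62 ± 0.112 CPM (SD, n = 3) in control and 2.75 ± 0.171 CPM (SD, n = 3) in injured hemispheres. The log2 fold change was 0.77 (SE 0.13, adjp = 0.00994), and it lay between 0.71 and 0.82 with each library left out. For *id1* (ENSDARG00000040764), expression was 14.7 ± 0.609 CPM (SD, n = 3) in control and 19.0 ± 2.03 CPM (SD, n = 3) in injured hemispheres, with a log2 fold change of 0.37 (SE 0.089, adjp = 0.0318). All injured libraries lay above all control libraries for both genes. The adjp of *id1* was 0.107, 0.0738 and 0.0848 without control replicates 1, 2 and 3, and 0.0773 and 0.0823 without injured replicates 2 and 3. In edgeR with replicate as a block and all libraries, its adjusted *p*-value was 0.00278.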

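Expression of *pcna* (ENSDARG00000054155) was 49.5 ± 1.59 CPM (SD, n = 3) in control and 68.1 ± 7.56 CPM (SD, n = 3) in injured hemispheres, a log2 fold change of 0.46 (SE 0.080, adjp = 0.0101). The log2 fold changes of *nes*, *s100b* and *gfap* were 0.68 (SE 0.12, adjp = 0.0110), 0.69 (SE 0.14, adjp = 0.0185) and 1.17 (SE 0.11, adjp = 0.00128). The adjp of *s100b* was 0.0720 and 0.0691 without control replicates 1 and 3, and the other 3 genes stayed below 0.05 with each library left out. The adjusted *p*-value of *s100b* was 6.09e-04 in edgeR with replicate as a block. No identifier in the files carries the name *fabp7a*, and 2 genes are named *FABP7*. ENSDARG00000007697 rose from 362 ± 34.4 to 466 ± 86.5 CPM (SD, n = 3 each), a log2 fold change of 0.36 (SE 0.13, adjp = 0.102). The DESeq2 Wald test gave it an adjusted *p*-value of 0.0253 and edgeR with replicate as a block 0.00180, with 0.00180 to 1 over all alternatives. ENSDARG00000034650 had a log2 fold change of 0.61 (SE 0.34, adjp = 0.274), and its injured and control libraries overlapped.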

We also observed that mRNAs encoding Apoeb and Lcp1, markers for microglia (Nakai et al., 1996), were up-regulated upon injury (FC = 5.21 and 1.95, respectively; adjp < 10^–67^ and < 10^–06^, respectively) as were mRNAs of the cytokines *cxcl8b.1* and *cxcl12a* (FC = 2.93 and 1.23, respectively; adjp < 10^–35^ and < 10^–03^, respectively) and the cytokine receptor *cxcr4b* (FC = 3.73; adjp < 10^–02^). 

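Expression of *apoeb* (ENSDARG00000040295) was 259 ± 32.2 CPM (SD, n = 3) in control and 1363 ± 255 CPM (SD, n = 3) in injured hemispheres. The log2 fold change of 2.40 (SE 0.15, adjp = 5.50e-04) lay between 2.23 and 2.50 with each library left out. For *lcp1*, the log2 fold change was 0.98 (SE 0.18, adjp = 0.0133), and its adjp was 0.0565 without control replicate 3. Transcripts of *cxcl8b.1* were scarce, at 0.167 ± 0.0286 CPM (SD, n = 3) in control and 0.631 ± 0.399 CPM (SD, n = 3) in injured hemispheres. Their log2 fold change was 1.91 (SE 0.48, adjp = 0.0366), and it was 1.24 without injured replicate 2. The adjp of *cxcl8b.1* was 0.116, 0.0984 and 0.0987 without control replicates 1, 2 and 3, and 0.0638 and 0.0518 without injured replicates 2 and 3. Expression of *cxcr4b* rose from 4.52 ± 0.131 to 13.4 ± 1.35 CPM (SD, n = 3 each), a log2 fold change of 1.57 (SE 0.095, adjp = 5.50e-04). For *cxcl12a* the log2 fold change was 0.32 (SE 0.065, adjp = 0.0176), with an adjp of 0.0612 and 0.0659 without control replicates 2 and 3, and 0.0533 and 0.0535 without injured replicates 1 and 3. In edgeR with replicate as a block, its adjusted *p*-value was 0.00104.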

The increased expression of these genes coding for cytokines and cytokine receptors reflects the activation of an inflammatory response by injury (Kyritsis et al., 2012). Taken together, all assessed genes whose expression levels are known to be regulated by injury were verified in our transcriptome analysis (Figure 1C). These results show that we detected variation of transcript levels in response to telencephalon injury with high sensitivity.

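Of the 12 genes of Figure 1C, 11 were matched to 1 gene in the files, and *fabp7a* was not. All 11 were higher after injury with an adjp below 0.05, both over all genes tested and when adjusted over the list alone. Neither of the 2 genes named *FABP7* was past this threshold over all genes tested, at an adjp of 0.102 and 0.274. The first of them, ENSDARG00000007697, had a DESeq2 fold change of 1.27, the value the paper gives for *fabp7a*. For the 11 matched genes, every injured library lay above every control library. Chance gives this for 5% of genes in that direction and 10% in either, and it held for 4571 of the 22558 genes tested. The paper took the genes from the literature but reports them as changed on the same libraries, so their counts are not independent evidence. Their median log2 fold change was 0.77, with a range from 0.32 to 2.40. The number called changed most under Bonferroni adjustment, to 2, and with 1 library left out it was lowest, at 6, without control replicate 3. It was 8 to 10 without each of the other libraries. With replicate number as a block, all 11 were called.

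**Figure D2:**
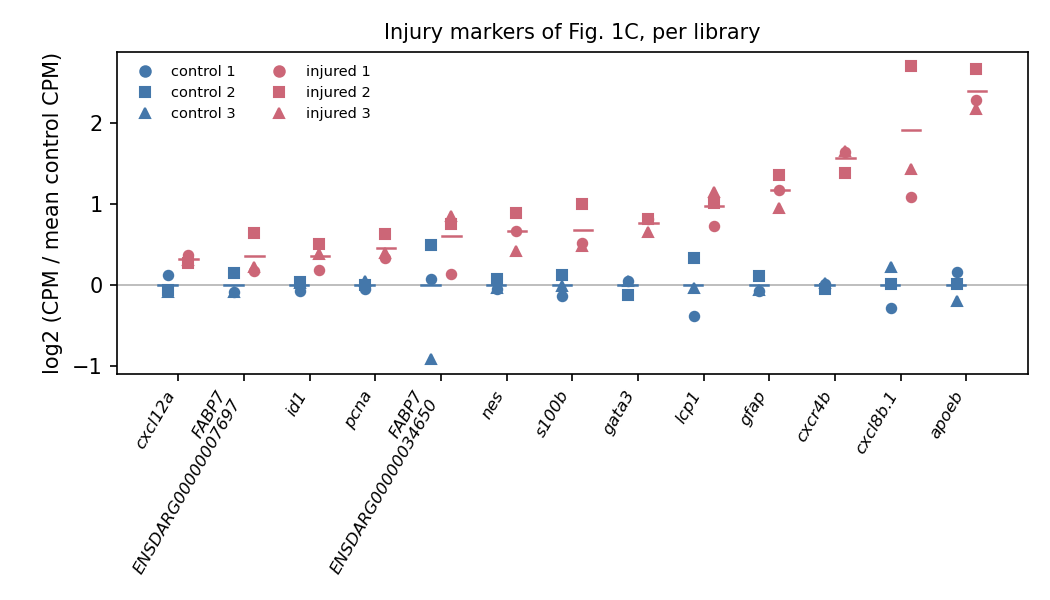
Log2 ratio of the CPM of each library to the mean of the control libraries for the injury markers of Fig. 1C, with blue symbols for control and red symbols for injured libraries, the symbol shape for the replicate and horizontal lines for group means. The log2 fold changes of the matched genes range from 0.32 for cxcl12a to 2.40 for apoeb, and both genes named FABP7 are shown by identifier.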

### Gene Ontology Analysis

Next, we assessed the enrichment of specific ontologies among regulated genes to obtain information on the biological processes that are linked to the repair of the injured telencephalon. Three sources of data provided information on biological functions [Gene Ontology (GO), (Ashburner et al., 2000)], signaling pathways (Kyoto Encyclopedia of Genes and Genomes (KEGG), Kanehisa and Goto, 2000) and metabolic pathways (Reactome, Fabregat et al., 2018). A total of 192 GO terms, 34 KEGG pathways and 295 Reactome enzymatic reactions were significantly enriched among the genes with variation in level of transcripts upon injury (adjp < 0.05) (Supplementary Table 2).

A major response was generic transcription regulation comprising, among others, the GO terms “RNA polymerase II transcription factor activity” (associated with 63 differentially expressed genes; adjp < 10^–02^) and “Regulation of transcription” (represented by 230 differentially expressed genes; adjp < 10^–21^). This broad response of the transcription regulator genes is consistent with previous reports (Diotel et al., 2015; Rodriguez-Viales et al., 2015) and reflects the large-scale, injury inflicted changes of the transcriptome. Other GO terms–expected from the response of the genome–were “neurogenesis,” “angiogenesis,” “immune response” (Figure 2). Beside these expected functions among the regulated genes, we detected a large number of distinct enriched gene ontology terms including “mRNA splice site selection” (adjp = 0.025) and “cholesterol metabolism” (adjp < 10^–04^).

**FIGURE 2:**
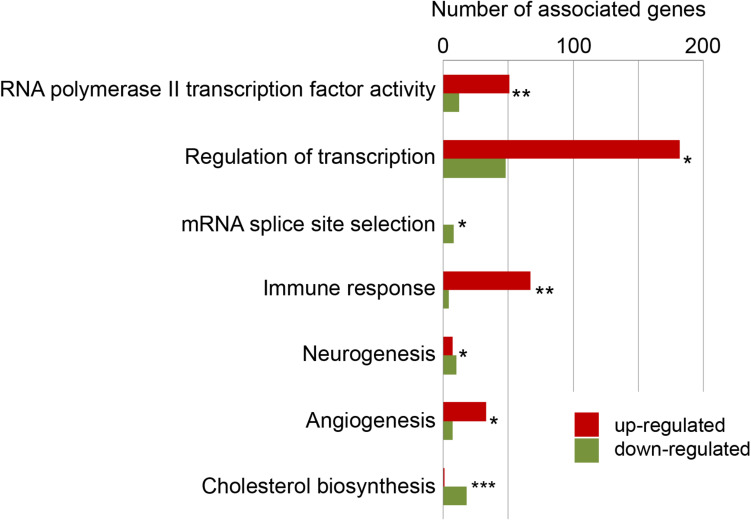
Selected enriched biological functions. To gain information about functions of genes with significant changes in their levels of transcript, the enrichment of ontologies (GO terms), signaling pathways (KEGG pathways) and metabolism pathways (Reactome pathways) was tested and up-regulated genes (red) and down-regulated genes (green) were detailed. *adjp = 0.05, **adjp < 0.01, ***adjp < 0.001 (For complete list see Supplementary Table 2).

### Expression of Enzymes and Transporters of Cholesterol Metabolism Are Co-ordinately Regulated in Response to Injury

There is no data available about a role of cholesterol in the regeneration of the zebrafish brain. We focused our analysis on genes linked to cholesterol metabolism. Cholesterol is a component of plasma membranes and is highly abundant in myelin sheaths (Björkhem and Meaney, 2004). The synthesis of cholesterol from acetyl-CoA is a multi-step process involving a large number of distinct enzymes (Sharpe and Brown, 2013). We found that, after injury, levels of transcripts coding for all but one of the enzymes involved in cholesterol synthesis were decreased (Figure 3A and Supplementary Table 3). 

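Figure 3A draws 17 genes on the synthesis pathway, and all 17 were lower after injury in the files. For 16 of them every injured library lay below every control library, which chance gives for 5% of genes in that direction and 10% in either. Over all genes tested, 15 had an adjp below 0.05, and all 17 when adjusted over the list alone. With replicate as a block, all 17 were called lower. The paper presents these genes as the synthesis pathway and describes all but *fdps* as lower on the same libraries. The counts are therefore not independent evidence. Log2 fold changes ranged from -2.19 for *sqlea* to -0.20 for *fdps*. Expression of *lss* (ENSDARG00000061274) fell from 3.07 ± 0.962 to 0.897 ± 0.101 CPM (SD, n = 3 each), a log2 fold change of -1.77 (SE 0.26, adjp = 0.00585). For *nsdhl* (ENSDARG00000099315), the log2 fold change was -0.85 (SE 0.24, adjp = 0.0508). Its adjusted *p*-value was 0.0130 in the DESeq2 Wald test and 0.00508 in edgeR with replicate as a block, with 0.00508 to 1 over all alternatives, and it was 0.0293 without control replicate 1. The number of enzymes called moved most under Bonferroni adjustment of the edgeR test, to 0, where 17 had an unadjusted *p*-value below 0.05 and DESeq2 with Bonferroni adjustment called 10, while 11 to 14 were called with each library left out. Supplementary Table 3 lists 39 genes, of which the paper gives 26 as lower and 13 as higher. The sign was the same for all 39 here, and 35 had an adjp below 0.05.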

Cholesterol synthesis is repressed by availability of external cholesterol (Eberlé et al., 2004). Besides synthesis, transport of cholesterol is an important process that contributes to the regulation of cholesterol levels. Upon brain injury, levels of mRNAs coding for 8 cholesterol transporters were significantly increased, i.e. *npc1*, *NPC1L2*, *NPC2*, *apoeb*, *abca1*, a*bcd1*, *abcg1*, *osbpl1a* (Figure 3A and Supplementary Table 3). 

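Of the 8 transporters drawn in Figure 3A, 7 were matched to a gene in the files, and *NPC1L2* was not. All 7 were higher in every injured library than in every control library, against 5% of genes by chance in that direction and 10% in either, with an adjp below 0.05 over all genes tested and when adjusted over the list alone. The paper chose these genes on the same libraries. Expression of *abca1a* (ENSDARG00000074635) rose from 404 ± 5.72 to 857 ± 47.4 CPM (SD, n = 3 each), a log2 fold change of 1.09 (SE 0.048, adjp = 2.45e-04). *NPC2* (ENSDARG00000096979) rose from 0.409 ± 0.0589 to 4.80 ± 0.448 CPM (SD, n = 3 each), a log2 fold change of 3.54 (SE 0.17, adjp = 2.45e-04). Supplementary Table 3 also lists *npc2* (ENSDARG00000090912), with a log2 fold change of 0.79 (SE 0.11, adjp = 0.00451). The log2 fold changes were 0.34 for *npc1*, 0.75 for *abcg1* and 0.65 for *osbpl1a*. The adjp of *osbpl1a* was 0.0518 without control replicate 3, and the other 6 drawn transporters stayed below 0.05 with each library left out. Bonferroni adjustment left 3 of the 7. *NPC1L1* (ENSDARG00000099558), also in Supplementary Table 3, was lower after injury with a log2 fold change of -0.62 (SE 0.14, adjp = 0.0237), and its adjp was 0.0797 and 0.0683 without control replicates 1 and 3, and 0.0600 and 0.0674 without injured replicates 2 and 3.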

Taken together, our results indicate that cholesterol transport is increased while its synthesis is turned down.

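As sets, the 17 enzymes and the 7 matched transporters were tested against all other genes with limma's camera at a preset correlation of 0.01. The median log2 fold change of the enzymes was -0.73 and their mean -0.79, and those of the transporters were 0.75 and 1.33. The *p*-values were 4.32e-20 for the enzymes and 2.98e-27 for the transporters. The paper lists the transporters as significantly increased on the same libraries, so that their small *p*-value follows in part from that choice. It presents the enzymes as the synthesis pathway, and whether their choice lowered their *p*-value stays open. Both sets stayed past the threshold under fry, at 9.20e-04 and 2.63e-06, and under camera with an estimated correlation, at 0.0148 and 3.69e-04. With each library left out, the medians stayed between -0.76 and -0.68 for the enzymes and between 0.69 and 0.84 for the transporters. From the lower enzyme and higher transporter transcripts, the paper reads a reduced synthesis and an increased transport of cholesterol. Synthesis and transport themselves were not measured here.

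**Figure D3:**
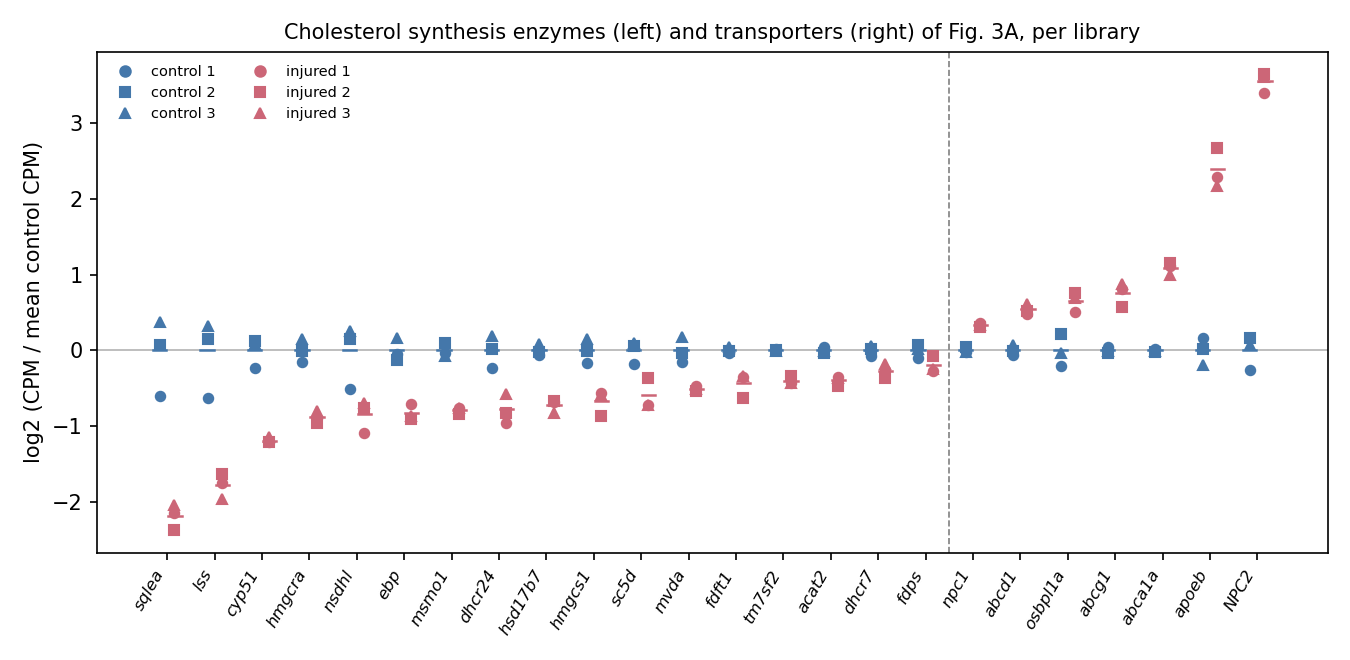
Log2 ratio of the CPM of each library to the mean of the control libraries for the enzymes (left of the dashed line) and matched transporters (right) of Fig. 3A, with blue symbols for control and red symbols for injured libraries, the symbol shape for the replicate and horizontal lines for group means. Injured libraries lie below the control libraries for 16 of the 17 enzymes and above them for the 7 transporters.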

**FIGURE 3:**
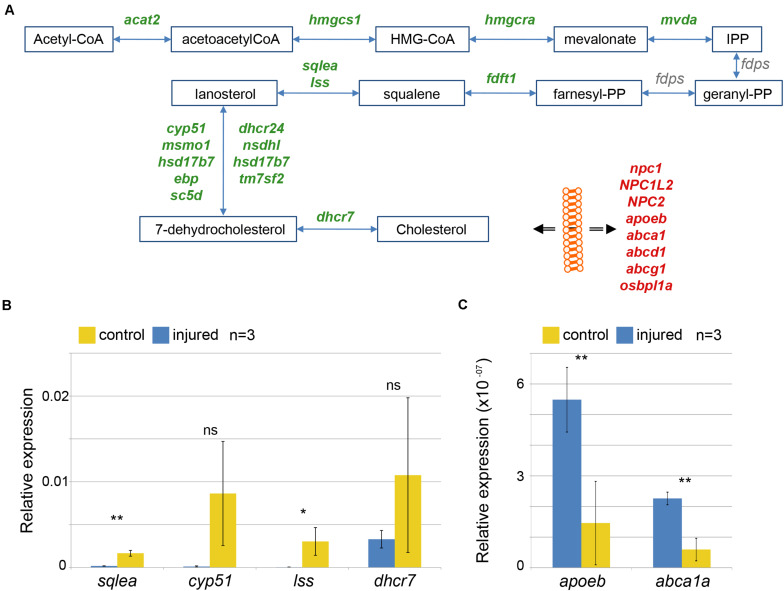
Alteration in cholesterol metabolism in response to brain injury. **(A)** Increases in level of transcripts coding for cholesterol synthesizing enzymes (green) and decreased level of transcripts coding for transporter involved in ferrying cholesterol through the body and across membrane (red) were identified. Products and substrates are represented in blue boxes and enzymatic reactions by blue arrows. The double black arrow represents flow across membrane. **(B,C)** Changes in levels of mRNA were validated comparing the quantification by qRT-PCR of mRNAs encoding three selected enzymes synthesizing cholesterol **(B)** and two transporters **(C)** in three independent control (yellow) and injured (blue) telencephalic hemispheres (*n* = 3). *p-value = 0.05, **p-value < 10^– 03^.

Although our RNASeq transcriptome analysis detects genes responsive to injury with a high sensitivity and fidelity, we wished to confirm these findings on the cholesterol pathway with an independent method and with different sample preparations. To this end, we carried out a qRT-PCR analysis with a number of selected genes (Figures 3B,C). The metabolic enzymes *sqlea*, *cyp51*, *lss* and *dhcr7* yielded lower signals relative to the uninjured control (Figure 3B) as expected from the transcriptome analysis. Similarly, we detected increases of transporter cDNAs encoding *apoeb* and *abca1a* in the injured sample relative to uninjured control cDNA (Figure 3C). These qRT-PCR results verify our transcriptome analysis and support the hypothesis that cholesterol metabolism is modulated after telencephalon injury. Taken together, this response of the transcriptome suggests that injury results in an increase of available cholesterol, presumably as a result of release from damaged and dying cells.

### Expression of the Master Regulator of Cholesterol Synthesizing Enzymes Srebf2 Is Reduced Upon Injury

Basic helix loop helix SREBF transcription factors regulate expression of cholesterol synthesizing enzymes in mammals (Wang et al., 1994; Eberlé et al., 2004). We thus explored expression of *srebf*. In the zebrafish genome as in that of mammals, two paralogous genes encode the Srebf1 and Srebf2 proteins, and both are expressed ubiquitously in the adult zebrafish telencephalon (AGETAZ database; Diotel et al., 2015). The level of transcripts coding for Srebf2 was significantly lower (FC = 0.63; adjp < 10^–09^) in the transcriptome of the injured zebrafish telencephalon, consistent with the observed lower expression of Srebf2-targeted genes encoding cholesterol synthesizing enzymes. These data suggest that Srebf2 might be the main regulator of cholesterol synthesis in zebrafish as in mammals (Sharpe and Brown, 2013).

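Expression of *srebf2* (ENSDARG00000063438) was on average 157 CPM in control and 101 CPM in injured hemispheres, and every injured library lay below every control library. The log2 fold change was -0.64 (SE 0.090, adjp = 0.00504), and adjp stayed below 0.05 with each library left out. The adjusted *p*-value was 2.90e-10 with the DESeq2 Wald test and 1 under Bonferroni adjustment of the edgeR test, with 2.76e-10 to 1 over all alternatives.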

We analyzed thus next the promoters of the genes differentially expressed after injury for potential enrichment of Srebf2 binding sites. Srebf2 interacts with a short target sequence, the Sterol Regulatory Element (SRE), in the promoter region of responsive genes (Sharpe and Brown, 2013). We analyzed whether the two related consensus sequences of mammalian SRE motifs listed in JASPAR (Figure 4A; left and middle panel) were present in the 1-kilobase (kb) promoter sequence of the genes with significant variations in level of transcripts after injury. As a control, we created a set of background 1-kb sequences obtained from randomly chosen loci.

**FIGURE 4:**
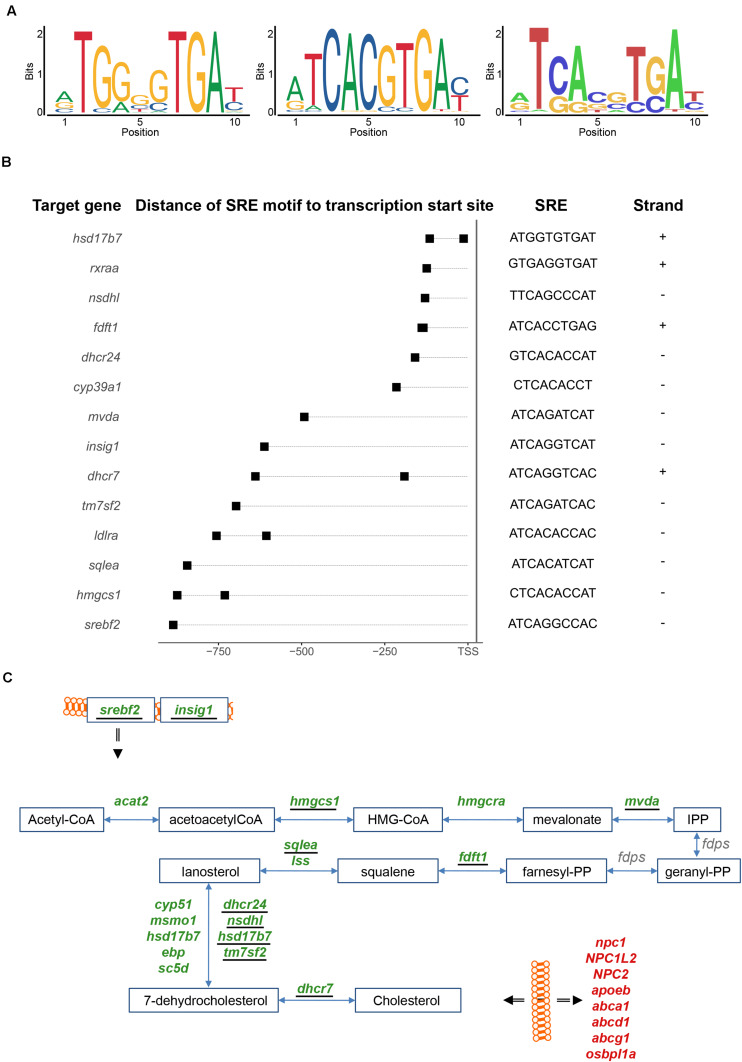
Sterol Regulatory Element (SRE) motif analysis. **(A)** Two mammalian SRE motifs were retrieved from the literature (left and middle panels). From the mapping of these two consensus sequences one SRE motif derived in the zebrafish genome (right panel). **(B)** The SRE motifs were mapped in the promoter of genes involved in cholesterol metabolism. The promoter sequence was defined from 1 kb upstream of the transcription start site and the SRE motif were mapped in both forward (+) and reverse (–) strands. **(C)** Genes harboring a SRE motif in their 1-kb promoter (underlined) were identified in the cholesterol synthesis pathway, including genes coding for two upstream regulators (*srebf2* and *insig1*). For further details see also legend to Figure 3A.

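Supplementary Table 6 lists 1146 gene identifiers with an SRE, which the paper searched among the genes it called differentially expressed, and 1133 of them were tested. After injury, 568 of them were called higher and 261 lower. The share of lower genes was 31.5% among listed and 28.6% among other genes with an adjp below 0.05, an odds ratio of 1.15 (two-sided Fisher's exact test, p = 0.119). In the same exact test, the odds ratio was 1.01 (p = 0.862) for genes called by the DESeq2 Wald test and 1.43 (p = 0.00167) with scaling by library size alone. By Fisher's exact test, it was 1.36 (p = 0.0319) without control replicate 1, 1.32 (p = 0.0210) without control replicate 2 and 1.30 (p = 0.0309) without injured replicate 3. Genes share regulation and are not independent replicates. Genes that the paper did not call were not searched and could not be listed, so that the other genes can include some that were never searched, and with replicate as a block more genes were called than the paper searched.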

In total, 1,145 genes with changes in expression levels upon injury harbor homologies of a SRE motif in the 1-kb promoter region. Relative to the control, this represents a significant enrichment with positive log odds scores and after correction for GC content and repeat of k-mers (Supplementary Table 6). Moreover, the GO term “cholesterol biosynthetic process” is enriched among these genes carrying a SRE motif (adjp < 0.05) (Supplementary Table 9). 

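Among genes of the synthesis pathway, *mvda* fell from 7.01 ± 0.814 to 4.94 ± 0.106 CPM and *fdft1* from 13.8 ± 0.351 to 10.2 ± 1.15 CPM (SD, n = 3 each). Their log2 fold changes were -0.51 (SE 0.11, adjp = 0.0197) and -0.44 (SE 0.093, adjp = 0.0210). For *tm7sf2* the log2 fold change was -0.40 (SE 0.068, adjp = 0.00950), and for *dhcr7* it was -0.27 (SE 0.070, adjp = 0.0399). The adjp of *tm7sf2* stayed below 0.05 with each library left out. The adjp of *mvda* was 0.0534 and 0.0626 without control replicates 2 and 3, and 0.0617 and 0.0590 without injured replicates 2 and 3. That of *fdft1* was 0.0585, 0.0581 and 0.0738 without control replicates 1, 2 and 3. That of *dhcr7* was 0.0693, 0.103 and 0.123 without control replicates 1, 2 and 3, and 0.0780 and 0.0931 without injured replicates 1 and 2, and 0.0866 with scaling by library size alone, with 0.00479 to 1 over all alternatives.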

By additionally mining the list of SRE harboring genes manually, in total nine genes coding for enzymes involved in the synthesis of cholesterol: *hmgcs1*, *mvda*, *fdft1*, *sqlea*, *tm7sf2*, *nsdhl*, *dhscr24*, *hsd17b7*, and *dhcr7* (Figure 4B and Supplementary Table 4) were found with SRE motifs in the 1-kb promoter region. These results partially overlap with SRE motifs mapped in the promoters of the human and mouse orthologous genes (Sharpe and Brown, 2013; Supplementary Table 4). SRE motifs were also identified in the promoter region of two key regulators of the cholesterol metabolism, *srebf2* itself and *insig1*, a post-translational regulator of Srebf2 (Dong et al., 2012) (Figure 4C). 

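Expression of *insig1* (ENSDARG00000010658) fell from 11.8 ± 0.597 CPM (SD, n = 3) in control to 5.16 ± 0.461 CPM (SD, n = 3) in injured hemispheres, a log2 fold change of -1.19 (SE 0.092, adjp = 9.73e-04). With each library left out it lay between -1.24 and -1.12.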

The presence of a SRE binding site in the promoter of Srebf2 suggests an auto-regulatory feedback-loop of *srebf2*. The SRE motifs were also identified in the promoter of other differentially expressed genes involved in cholesterol metabolism (Figure 4B). For example, low-density lipoprotein (LDL) receptor a (ldlra), the alpha sub-unit of the retinoic X acid receptor (*rxraa*) (Repa et al., 2000) and cytochrome P450 family 39 subfamily A polypeptide 1 (*cyp39a1*) (Li-Hawkins et al., 2000), all involved in cholesterol metabolism, were detected as potential Srebf2 transcriptional targets. 

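Expression of *ldlra* (ENSDARG00000029476) fell from 3.72 ± 0.391 to 1.69 ± 0.126 CPM (SD, n = 3 each), a log2 fold change of -1.14 (SE 0.14, adjp = 0.00306). In contrast, *cyp39a1* (ENSDARG00000017982) rose from 39.3 ± 2.41 to 84.0 ± 4.04 CPM (SD, n = 3 each), a fold change of 2.14 (adjp = 5.29e-04). Both were past the threshold with each library left out. For *rxraa* (ENSDARG00000057737), the log2 fold change was 0.58 (SE 0.16, adjp = 0.0530). The adjusted *p*-value of *rxraa* was 0.0144 in the DESeq2 Wald test and 0.0166 in edgeR with replicate as a block, with 0.0138 to 1 over all alternatives.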

From the homology scores in the zebrafish genome (Figure 4A; left and middle panel) (Khan et al., 2018), a putative zebrafish Srebf2 sequence was derived (Figure 4A; right panel). The *in silico* predicted sequence is similar to the SREBF2 binding sequence identified in human genes by Selex (Jolma et al., 2013) rather than the Chromatin Immuno-Precipitation (ChIP) followed by Sequencing (ENCODE Project Consortium, 2012) derived consensus sequence (Figure 4A; middle panel).

Taken together, this significant enrichment of SRE motifs in cholesterol biosynthetic genes supports the notion that Srebf2 is also a regulator of the expression of these genes in the zebrafish genome.

### miRNAs That Target Cholesterol Genes Are Increased Upon Injury

miRNAs are well established negative regulators of coordinated gene programs (Bartel, 2004). The changes in expression of miRNAs were thus investigated by small RNASeq in the injured telencephalic hemisphere in comparison to the uninjured hemisphere. Computation of Euclidean distances and hierarchical clustering between small RNASeq samples grouped the samples according to their respective experimental condition (Figure 5A). A total of 184 miRNAs annotated in the zebrafish reference genome (GRCz11) were detected in the transcriptome of the adult zebrafish telencephalon. The analysis of differential miRNA expression, identified 31 miRNAs regulated at least two fold after injury (adjp < 0.05). Among these, the level of 22 miRNAs increased upon injury while the level of 9 miRNA decreased (Figure 5B and Supplementary Table 7). For further analysis, we focused on the five miRNAs with the strongest variation in their level in response to injury. The level of four miRNAs increased in response to injury: *miR-31* (FC = 4.92; adjp < 10^–64^), *miR-146a* (FC = 4.50; adjp < 10^–62^), *miR-155* (FC = 2.58; adjp < 10^–09^) and *miR-182* (FC = 2.28; adjp < 10^–02^). The level of *miR-26b*, decreased after injury (FC = 0.0050; adjp < 10^–246^). None of these five miRNAs were previously shown to be involved in the regulation of constitutive or regenerative neurogenesis.

**FIGURE 5:**
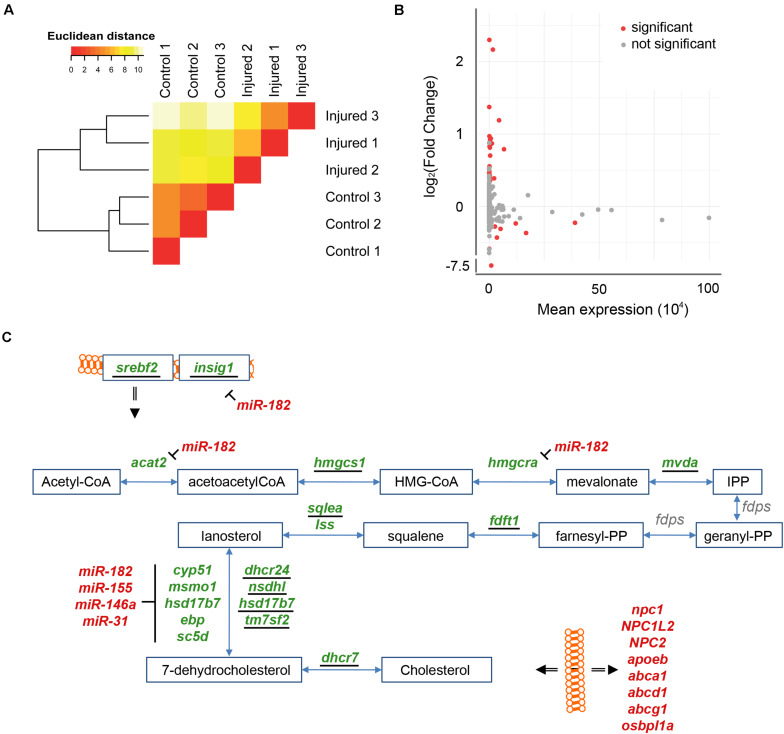
Injury-induced changes in levels of miRNAs. **(A)** The consistency of small RNASeq samples was tested by hierarchical clustering on Euclidean distances as for the RNASeq samples (see Figure 1A). The small RNASeq samples were consistently grouped into their respective condition, control or injured. **(B)** Changes in level of miRNAs were assessed comparing injured and uninjured telencephalic hemispheres. Significant differences in level of miRNA were tested (red; adjp < 0.05). **(C)** Targets of *miR-182*, *miR155*, *miR-146a*, and *miR-31* were identified in the cholesterol synthesis pathway. For further details see also legend to Figures 3A, 4C.

We next assessed potential mRNA targets of these five miRNAs by screening for the presence of the seed sequence in the 3′UTR of differentially expressed mRNAs. Interestingly, we found the three miRNAs *miR-31*, *miR-146a*, and *miR-155* target them RNAs of five down-regulated genes coding for enzymes of the synthesis of 7-dehydrocholesterol: *ebp*, *cyp51*, *sc5d*, *hsdl7d7*, and *msmo1* (Figure 5C). In addition, the mRNAs encoding Insig1 (FC = 0.43; adjp < 10^–23^), Acat2 (FC = 0.75; adjp < 10^–06^), Dhcr24 (FC = 0.57; adjp < 10^–05^), Sc5d (FC = 0.66; adjp < 10^–03^) and Hmgcra (FC = 0.54; adjp < 10^–12^) were predicted targets of *miR-182* (Figure 5C). 

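All 5 of these mRNAs were lower in every injured library than in every control library, against 5% of genes by chance in that direction and 10% in either. The paper chose these genes as lower on the same libraries, so the chance rate does not hold for them. The log2 fold changes of *ebp*, *cyp51*, *hsd17b7* and *msmo1* were -0.82 (SE 0.11), -1.19 (SE 0.099), -0.73 (SE 0.090) and -0.79 (SE 0.081), with adjp of 0.00472, 0.00101, 0.00331 and 0.00188. These 4 stayed below an adjp of 0.05 with each library left out. The log2 fold change of *sc5d* was -0.59 (SE 0.13, adjp = 0.0243). Its adjp was 0.0766 and 0.0890 without control replicates 2 and 3, and 0.0648 and 0.0742 without injured replicates 1 and 3.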

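Expression of *acat2* (ENSDARG00000007127) was 24.6 ± 0.619 CPM (SD, n = 3) in control and 18.8 ± 0.852 CPM (SD, n = 3) in injured hemispheres, a log2 fold change of -0.39 (SE 0.059, adjp = 0.00638). For *hmgcra*, the log2 fold change was -0.89 (SE 0.094, adjp = 0.00220). These 2 genes kept an adjp below 0.05 with each library left out.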

Acat2, Dhcr24, Hmgcra, and Sc5d are enzymes participating in the synthesis of cholesterol (Sharpe and Brown, 2013) and Insig1 is a co-factor of Srebf2. Taken together, these data strongly suggest that, in addition to the transcriptional regulation via SREBF2, several miRNAs contribute to the adaptation of the cholesterol metabolism to the altered physiological needs of the injured telencephalon.

### Injury-Induced Changes in Levels of Polyadenylated Long Non-coding RNAs

The vast majority of the known lncRNAs are polyadenylated (Dykes and Emanueli, 2017). Their expression levels can thus be extracted from our RNASeq data. After injury of the adult zebrafish telencephalon, we detected significant changes in the levels of 149 lncRNAs (77 increased and 72 decreased) (Supplementary Table 1). As the functional annotation of lncRNAs is still poor, we scored the putative target protein-coding genes next to the loci encoding lncRNAs, and carried out functional annotation enrichment on these nearby protein-coding genes.

Several lncRNAs with changed levels in the regenerating telencephalon were identified directly upstream or downstream of cholesterol-related protein-coding genes (Figure 6). The level of both *oxr1a* lncRNAs and its potential downstream target *sqlea*, known to convert squalene to lanosterol during cholesterol synthesis (Sharpe and Brown, 2013), significantly increased upon injury (Figure 3A). 

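The gene named *oxr1a* (ENSDARG00000095865) was matched by name, without gene classes to tell whether it is a lncRNA. Its expression was 278 ± 4.48 CPM (SD, n = 3) in control and 246 ± 11.1 CPM (SD, n = 3) in injured hemispheres, a log2 fold change of -0.18 (SE 0.044, adjp = 0.0328). Its adjp was 0.105, 0.0738 and 0.107 without control replicates 1, 2 and 3, and 0.0845 and 0.0788 without injured replicates 2 and 3, and 0.0953 with scaling by library size alone, with 0.00309 to 1 over all alternatives. For *sqlea* (ENSDARG00000079946), expression was 7.79 ± 2.50 CPM (SD, n = 3) in control and 1.72 ± 0.197 CPM (SD, n = 3) in injured hemispheres. Its log2 fold change had an SE of 0.25 and an adjp of 0.00269. Every injured library lay below every control library for both genes.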

Other examples of potential lncRNA transcriptional target include *pcsk9* and the lncRNA, *dsg2.1* which were down and up-regulated, respectively. 

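The gene named *dsg2.1* (ENSDARG00000076945) rose from 5.88 ± 1.08 to 8.22 ± 0.853 CPM (SD, n = 3 each), a log2 fold change of 0.48 (SE 0.15, adjp = 0.0690). The adjusted *p*-value of *dsg2.1* was 0.0226 in the DESeq2 Wald test and 0.00267 in edgeR with replicate as a block, with 0.00267 to 1 over all alternatives.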

Pcsk9 is known to regulate cholesterol homeostasis (Poirier et al., 2008). Finally, although no significant change in level was observed for mRNAs coding for *scap*, the level of surrounding lncRNA *BX511123.2* significantly changed in response to injury (Figure 6). 

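Expression of *scap* (ENSDARG00000018096) was 62.9 ± 3.98 CPM (SD, n = 3) in control and 65.7 ± 4.63 CPM (SD, n = 3) in injured hemispheres, with overlapping libraries (log2 fold change 0.061, SE 0.069, adjp = 0.617). *BX511123.2* (ENSDARG00000092062) fell from 4.03 ± 0.314 to 3.10 ± 0.159 CPM (SD, n = 3 each), a log2 fold change of -0.38 (SE 0.11, adjp = 0.0621). Its adjusted *p*-value was 0.0365 in the DESeq2 Wald test and 0.0240 in edgeR with replicate as a block, with 0.0240 to 1 over all alternatives.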

Scap is a chaperone of Sreb transcription factors and forms a retention complex in the membrane of the endoplasmic reticulum (ER) (Lee et al., 2020).

**FIGURE 6:**
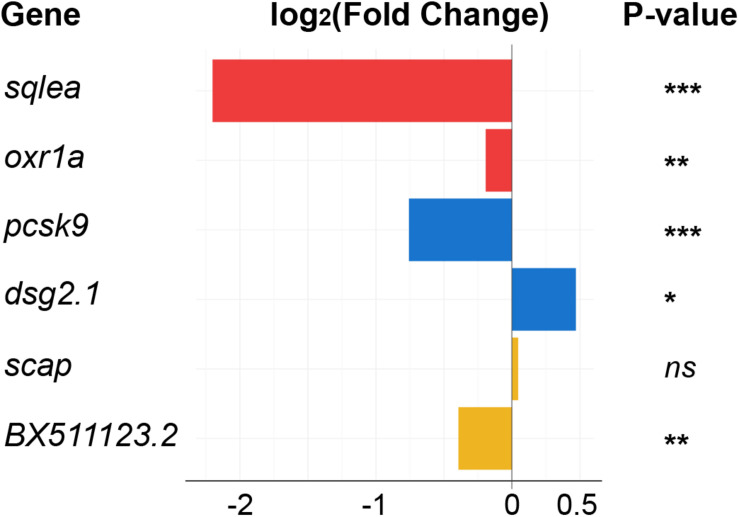
Differentially expressed lncRNAs selected for their association with cholesterol synthesis or transport. LncRNAs annotated in the zebrafish genome, and with significant changes in their respective levels upon injury, were localized in the direct vicinity of genes encoding cholesterol-related proteins. Color indicates pairs of coding and non-coding RNAs. *adjp = 0.05, **adjp < 10^– 02^, ***adjp < 10^– 04^, ns: not significant. See legend of Figure 7B for the position of the genes in the cholesterol pathway.

Although a regulatory role of any of the lncRNAs has not been established by functional experiments, our data support the hypothesis that lncRNAs are involved in orchestrating the response of the genome to injury of the telencephalon and that they may also more specifically contribute to the regulation of cholesterol metabolism.

### Alternative Splicing of RNAs in Response to Injury of the Telencephalon Affects Cholesterol Metabolizing Enzymes and Transporters

Alternative splicing is a post-transcriptional modification of RNAs that increases the functional diversity of proteins by exon inclusion or exclusion or affects the stability of mRNAs and proteins (Beyer and Osheim, 1988). The enriched gene ontology terms among regulated genes included “mRNA splice site selection” (adjp < 0.05) suggesting that injury may alter the pattern of splicing of mRNAs (Supplementary Table 2). Alternative splicing events were identified by comparing *de novo* reconstructed transcripts present in uninjured and injured telencephalic hemispheres taking the annotation of the zebrafish reference genome (GRCz11) into account. FC and adjp were computed for each alternative splicing event. In total, 4,610 alternatively spliced variants were detected in response to injury (adjp < 0.05), affecting transcripts synthesized from 1,309 genes. Change of ratio of transcript isoforms was the most recurrent difference between uninjured and injured telencephalic hemispheres. We also identified novel isoforms of RNAs specific for the adult zebrafish telencephalon and which had not yet been annotated in the zebrafish reference genome (GRCz11) (Supplementary Table 8). Thus, brain injury results in a large change of splicing patterns.

These results were further refined according to the biological functions of genes from which alternatively spliced RNAs were synthesized. *Mbpa* (FC = 2.6; adjp < 10^–08^) and *mpz* mRNAs (FC = 7.08; adjp < 10^–03^) were alternatively spliced upon injury. These two genes code for components of the myelin sheath (Inouye and Kirschner, 2016). mRNAs encoded by *col12a1a* (FC = 4.5; adjp < 0.05), *mcamb* (FC = 3.59; adjp < 0.05), and *myo9aa* (FC = 3.6; adjp < 0.05) genes were also alternatively spliced after injury. These three protein-coding genes were associated with the development and the regeneration of axons (GO term). Transcripts synthesized from the transcription factor gene *nfia* were alternatively spliced comparing uninjured and injured telencephalic hemispheres (FC = 2.24; adjp < 0.05). The chicken homolog of *nfia* was implicated in the regulation of gliogenesis in the central nervous system (Kang et al., 2012). 

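Transcripts of *nfia* (ENSDARG00000062420) were at 40.2 ± 4.01 CPM (SD, n = 3) in control and 50.8 ± 5.18 CPM (SD, n = 3) in injured hemispheres, a log2 fold change of 0.34 (SE 0.097, adjp = 0.0538). With the other tests, the adjusted *p*-value was 0.0132 in the DESeq2 Wald test and 0.00240 in edgeR with replicate as a block, with 0.00240 to 1 over all alternatives, and it was 0.0340 without injured replicate 3. The log2 fold change of *sox9a* (ENSDARG00000003293) was 0.27 (SE 0.057, adjp = 0.0185). Its adjp was 0.0597 and 0.0538 without control replicates 1 and 2, and 0.0582 without injured replicate 3. In edgeR with replicate as a block, its adjusted *p*-value was 6.94e-04. For *sox9b* (ENSDARG00000043923), expression was 16.1 ± 0.237 CPM (SD, n = 3) in control and 26.1 ± 1.41 CPM (SD, n = 3) in injured hemispheres, a log2 fold change of 0.70 (SE 0.061, adjp = 0.00118). Every injured library lay above every control library for the 3 genes.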

In response to telencephalon injury, the level of *nfia* transcripts decreased (FC = 1.25; adjp < 0.05), as well as levels of transcripts of its partners *sox9a* (FC = 1.20; adjp < 10^–03^) and *sox9b* (FC = 1.60; adjp < 10^–17^) (Supplementary Table 1).

We next focused specifically on the splicing patterns of genes involved in cholesterol metabolism (see Supplementary Figure for structures of spliced isoforms). 

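Expression of *ptbp1a* (ENSDARG00000019362) rose from 19.8 ± 1.51 to 31.3 ± 3.13 CPM (SD, n = 3 each), a log2 fold change of 0.66 (SE 0.090, adjp = 0.00457) that stayed past the threshold with each library left out. For *ptbp1b* (ENSDARG00000031907), mean expression rose from 12.9 to 15.6 CPM (n = 3 each), a log2 fold change of 0.27 (SE 0.087, adjp = 0.0743). The adjusted *p*-value of *ptbp1b* was 0.0516 in the DESeq2 Wald test and 0.0410 in edgeR with replicate as a block, with 0.0410 to 1 over all alternatives.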

In response to injury, the levels of mRNAs encoding the two related zebrafish splicing factors Ptbp1a and Ptbp1b significantly increased (FC = 1.57 and 1.20, respectively, adjp < 10^–08^ and < 0.05, respectively) (Supplementary Table 1). At the same time, the level of *hmgcs1* and *pcsk9* mRNAs decreased (FC = 1.60, 0.66, and 0.59, respectively, adjp < 10^–06^, < 10^–06^, and < 10^–04^, respectively) (Supplementary Table 1). These three genes are all involved in cholesterol metabolism in mammals (Sawicka et al., 2008; Medina and Krauss, 2013) and *hmgcs1* mRNAs were alternatively spliced in response to injury (adjp < 10^–04^) (Figure 7A). 

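Expression of *hmgcs1* (ENSDARG00000103025) was 34.5 ± 3.86 CPM (SD, n = 3) in control and 21.7 ± 2.50 CPM (SD, n = 3) in injured hemispheres, a log2 fold change of -0.67 (SE 0.11, adjp = 0.00870). It lay between -0.75 and -0.58 with each library left out.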

A decrease in the number of mapped reads spanning the longest 5‘UTR (ENSDARE00001157036, FC = 1.41) was consistent with a significant increase in the number of reads spanning the shortest 5′UTR (ENSDARE00001149813, FC = 0.18). Given that in human liver cells PTBP1 splices mRNA encoding HMGCS1 (Sawicka et al., 2008; Medina and Krauss, 2013), Ptbp1a/b are hypothetically involved in the splicing of the 5′UTR of *hmgcs1* transcripts in response to injury. This likely results in unstable isoforms thus contributing to the reduction of *hmgcs1* mRNA levels in the injured telencephalon.

**FIGURE 7:**
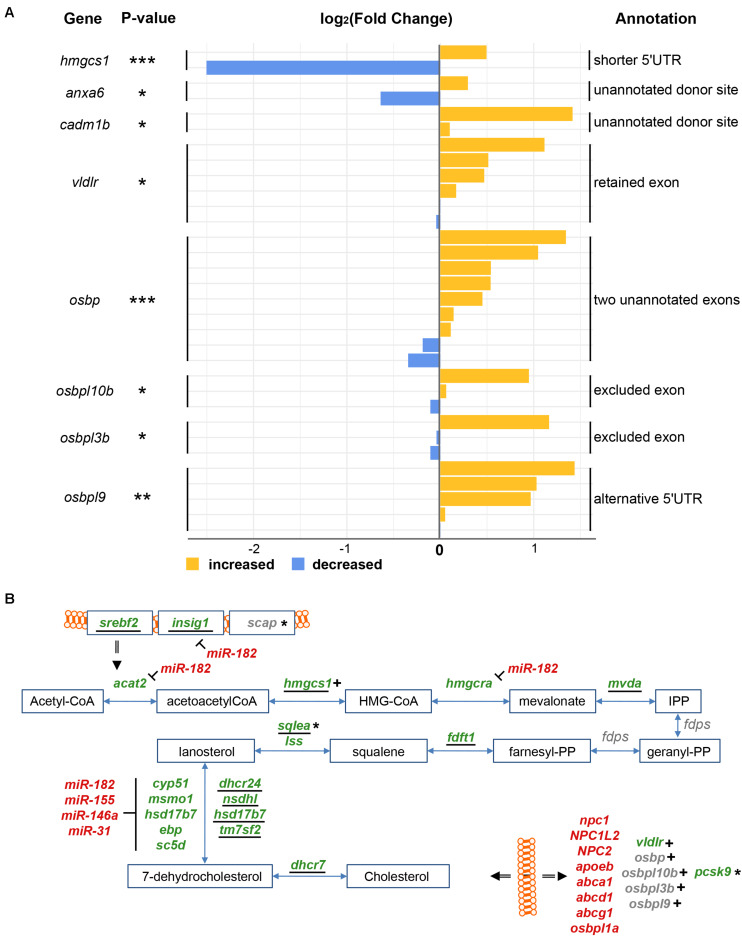
Alternative splicing of RNAs related to cholesterol metabolism in response to injury. **(A)** Splicing isoforms of RNAs encoding proteins of the cholesterol synthesis and transport pathway were first reconstructed and then quantified in both uninjured and injured telencephalic hemispheres. The color blue depicts a decrease in the number of supporting reads while yellow an increase. A number of splice isoforms were not yet annotated in the genome (unannotated). *adjp = 0.05, **adjp < 10^–02^, ***adjp < 10^–03^. **(B)** All results about cholesterol metabolism were finally integrated, including up-regulated transporters (red) down-regulated synthesizing enzymes (green) and genes encoding mRNA affected by alternative splicing (indicated by +) or predicted targets of microRNA or lncRNA (indicated by *). Underlined names depict genes harboring the SRE motif in their 1-kbp promoter.

mRNAs encoding proteins involved in cholesterol transport were also alternatively spliced after injury (Figure 7A). mRNAs encoding the Very Low Density Lipoprotein Receptor *vldlr* (adjp < 0.05) were spliced to exclude an exon (ENSDARE00001166020). No specific protein domain/function was annotated to this exon (InterPro) (Mitchell et al., 2019). VLDLs are responsible for extracellular cholesterol transport through the blood stream (Khosravi et al., 2018). 

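Expression of *vldlr* (ENSDARG00000006257), summed over its isoforms, was 249.9 ± 4.82 CPM (SD, n = 3) in control and 226 ± 8.90 CPM (SD, n = 3) in injured hemispheres. Its log2 fold change was -0.14 (SE 0.042, adjp = 0.0555), and every injured library lay below every control library. The adjusted *p*-value was 0.0167 in the DESeq2 Wald test, 0.00622 in edgeR with replicate as a block and 0.0480 with RLE normalization, with 0.00622 to 1 over all alternatives, and it was 0.0339 without injured replicate 1.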

Interestingly in contrast to all other cholesterol transporters, the overall level of *vldlr* transcripts significantly decreased upon injury (FC = 1.12; adjp < 0.05). Two non-annotated splice sites were discovered in exons of *anxa6* (ENSDARE00000906781, FC = 0.64 and 1.23, adjp < 0.05) and *cadm1b* (ENSDARE00000873208, FC = 1.07 and 2.66, adjp < 0.05). Anxa6 participates together with NPC proteins in the endosomal trafficking of cholesterol (Cubells et al., 2007), and Cadm1b has a predicted cholesterol 24-hydroxylase activity (GO term).

A total of four mRNAs encoding transporters of cholesterol metabolites of the OxySterol Binding (OSB) family (Yan et al., 2007) were also affected by splicing in response to telencephalon injury (Figure 7A). Two unannotated exons of *osbp* were discovered as newly emerging upon injury (adjp < 10^–05^). In response to injury, an exon was retained in mRNAs encoding *osbpl10b* (ENSDARE00000815047, adjp < 0.05) and *osbpl3b* (ENDARE00001041526, adjp < 0.05). No corresponding protein domain was annotated (InterPro). Two isoforms of mRNAs encoding Osbpl9b were alternatively spliced in response to injury, including an alternative 5’UTR (ENSDARE00000991106, adjp < 0.01) and a retained exon (ENSDARE00001127062, adjp < 0.01).

Taken together, our analysis identified alternative splicing as an important response to damage of the zebrafish telencephalon, suggesting distinct isoforms of proteins involved in the repair of the damaged tissue. The *de novo* reconstruction of the transcriptome also revealed novel isoforms of RNAs that emerged in response to injury of the telencephalon. Moreover, our data suggest that the mRNAs of cholesterol synthesizing and transporting proteins are subject to differential splicing thus contributing to the presumed adaptation of the cholesterol metabolism to the conditions in the injured brain (Figure 7B).

## Discussion

Unlike adult humans and other mammals, the adult zebrafish is able to efficiently repair injuries of the central nervous system. We analyzed here the transcriptome for changes in the expression of mRNAs, their splice variants and regulatory RNAs including analysis of the targets of regulated miRNAs and transcription factors in response to injuries of the telencephalon. We noted profound changes in genes belonging to a large number of distinct cellular and physiological processes. As exemplified by the coordinated regulation of the cholesterol synthesizing enzymes and transporters, the genome responded in a multi-tiered manner with distinct and interwoven changes in expression of regulatory molecules to the physiological demands created by tissue damage and its repair. This multi-level regulation of the expression of cholesterol metabolizing proteins uncovers an important process in the regenerating telencephalon. Our comprehensive analysis provides moreover an important source of information for future in-depth functional studies of specific genes and gene groups, regulatory molecules and splice variants in the regenerating zebrafish forebrain.

### Large Scale Response of the Genome to Telencephalon Injury

The analysis of our sequencing data (Rodriguez-Viales et al., 2015) with more than 600,000,000 reads from polyadenylated RNAs of control and injured telencephala revealed a change in expression of 4,989 genes. This represents 15% of all genes analyzed and 29% of all genes detectably expressed in the samples. Thus, injury causes profound changes in the expression of information from the genome.

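The genes with an adjp below 0.05 here were 11.4% of all genes in the files. Of the genes with a mean normalized count above 100, 19.1% had an adjp below 0.05. With the DESeq2 Wald test these shares were 15.2% and 26.0%. With replicate as a block, 8141 of the 32520 genes in the files were called.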

Regeneration of the adult zebrafish telencephalon is a complex process that entails many distinct physiological changes such as immune response, activation of glial cells, proliferation of stem cells, neurogenesis, axonogenesis etc. (Schmidt et al., 2013). These previously described processes were all detected in our gene ontology analysis of protein coding genes adding an independent verification of our data and their analysis. In total, we scored 521 gene ontology terms and pathways with significant overrepresentation (adjp < 0.05) in the transcriptome of the injured telencephalon relative to the uninjured control. These findings are in agreement with the large scale and complex demands of new proteins to cope with the inflicted injury. We had prepared cDNA from tissues at 5 dpl. At this time, the peak of proliferation of stem cells is reached (Rodriguez-Viales et al., 2015). Thus, the changes not only entail immediate early reactions to damage such as immune reaction but also genes with functions in repair of tissue function such as neurogenesis and axonogenesis.

Our findings on mRNA expression profiles are complementary to a recently published transcriptome study focusing on the immediate early changes in response to injury of the telencephalon (Demirci et al., 2020). Interestingly, this study reported activation of gene expression programs in both the injured and the uninjured hemispheres, even though the response was less pronounced and delayed in the injured hemisphere. In contrast, we never observed proliferation of stem cells or stem cell gene activation in the unlesioned hemisphere (März et al., 2010b). We systematically analyzed hundreds of transcription regulators for their expression in the injured telencephalon by *in situ* hybridization on sections. We did not observe gene activation in the uninjured hemisphere (Diotel et al., 2015; Rodriguez-Viales et al., 2015; Demirci et al., 2020). Demirci et al. (2020) inflicted lesions by inserting a needle into the nostril. In contrast, our protocol of injuring the telencephalon (Schmidt et al., 2014) involves the inserting the needle directly into one hemisphere of the telencephalon. Most likely the protocol used by Demirci et al. (2020) causes damage of the second hemisphere or some of the extending nerves thereby causing activation of regenerative programs also in the seemingly uninjured hemisphere.

### Profound Changes in Splicing Patterns in Response to Injury

The term “mRNA splice site selection” was also enriched among the genes with altered expression in the injured brain,–with 8 genes down-regulated in response to injury. This observation is in agreement with our systematic analysis of splice variants. We detected changes of splice patterns in 4,610 transcripts representing 1,309 genes. Thus, not only the overall levels of mRNAs were adapted to the physiological demands imposed by injury and repair but also the posttranscriptional processing of the mRNAs. In support, alternative splicing was reported for the modulation of the function of specific genes during neurogenesis in mammals (Su et al., 2018; Lee et al., 2020). For example, in the developing mouse brain, the splicing factor PTBP2 targets mRNAs encoding DNM1 and modulates synaptic vesicle trafficking (Li et al., 2014). In the zebrafish, to our knowledges, no comprehensive study investigated alternative splicing of mRNAs in the CNS. Deficiency in Rnpc3 splicing factor results in multiple impairments during development of zebrafish embryos (Markmiller et al., 2014). Also Neuro-Oncological Ventral Antigen 1 and 2 are splicing factors required for the correct development of the zebrafish brain (Jelen et al., 2007). The mRNA isoforms were in most cases detected in both uninjured and injured telencephalic hemispheres. This suggests that injury causes a modulation of the function by shifting from one isoform to the other. Alternative splicing of mRNAs can also lead to the degradation of mRNAs (Lareau et al., 2007). Thus, alternatively, this shift of the predominant splice isoforms could thus be a means for adjusting the expression levels to the new physiological needs in the injured brain.

Taken together, our data suggest that alternative splicing represents another major response of the genome to cope with the physiological demands of the regenerating telencephalon. Since all splice variants were expressed in transcriptomes of controls and injured telencephala albeit at different levels, alternative splicing does not seem to control all-or-none effects but appears to be rather involved in the fine-tuning of the expression levels or functions of constitutively expressed genes.

### Alteration in Cholesterol Metabolism in Response to Telencephalon Injury

“Cholesterol biosynthesis” is a prominent gene ontology term among the genes whose expression was altered in response to injury. Cholesterol synthesis involves a pathway that initiates with the multistep synthesis of lanosterol from acetyl-CoA as precursor. Lanosterol is then converted by a whole battery of enzymes into 7-dehydrocholesterol and ultimately into cholesterol. With the exception of *fdps* mRNA, the mRNAs encoding cholesterol synthesizing enzymes of each of the steps from acetyl-CoA to cholesterol are down-regulated in the injured telencephalon. This suggests that cholesterol synthesis is co-ordinately reduced in response to injury. 

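Transcripts of *fdps* (ENSDARG00000040890) were at 26.6 ± 1.59 CPM (SD, n = 3) in control and 23.2 ± 1.72 CPM (SD, n = 3) in injured hemispheres, and the libraries of both conditions overlapped. The SE of the log2 fold change was 0.074 (adjp = 0.123). Its adjusted *p*-value was 0.0636 in the DESeq2 Wald test and 0.0123 in edgeR with replicate as a block, with 0.0123 to 1 over all alternatives. Among 9 further enzymes of sterol synthesis that Figure 3A does not draw, 6 were lower and 3 higher, with a median log2 fold change of -0.13. Of these, *idi1* and *ebpl* were called lower and *lbr* higher. The adjp of *ebpl*, 0.0303, was 0.101, 0.0508 and 0.0897 without control replicates 1, 2 and 3, and 0.0799, 0.0656 and 0.0735 without injured replicates 1, 2 and 3, and that of *lbr*, 0.0162, was 0.0602 and 0.0572 without control replicates 1 and 3. As a set they were not past the threshold in limma's camera (adjusted p = 0.201) and were past it in fry (adjusted p = 0.0131).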

Our results are supported by recent studies in rat and mouse. As, for example, the inhibition of cholesterol synthesis by statins results in an increase in the number of neurons and retinal ganglion cells reforming the optic nerve after injury (Shabanzadeh et al., 2021). In the zebrafish hindbrain, activation of SREBP promotes the myelination of neurons (Ashikawa et al., 2016).

Intriguingly, mRNAs encoding cholesterol transporters are elevated in the injured telencephalon. 

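A list of 38 genes of cholesterol uptake, efflux and intracellular transport outside Figure 3A was set before the counts were examined. It also holds *soat1*, *soat2* and *lipa*, which act on cholesterol esters. Of the 38 genes, 30 were tested. After injury, 15 were higher and 15 lower, with a median log2 fold change of -0.013 and a mean of 0.013 (limma's camera, adjusted p = 0.201). The median was 0.043 with scaling by library size alone. Over all genes tested, 2 were called higher and 5 lower, and 8 were called when adjusted over the list alone. With replicate as a block, 5 were called higher and 9 lower. The largest increase was that of *abca1b*, with a log2 fold change of 1.54, and the largest decrease that of *ldlra*. The list pools uptake and efflux genes, so its median does not show whether either group rose.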

Transporters include also proteins associated with transport across endosomal membranes (Cubells et al., 2007) suggesting alteration of cholesterol fluxes both across the plasma membrane and also within the cell into the endosomal compartment. A recent study in the cerebellum in NPC1 deficient mouse reports an increase in cholesterol storage in microglial cells and impairment in myelination of neurons (Colombo et al., 2021). Another mouse model, deficient in ApoE, shows impaired formation of dendrites in injured adult hippocampus (Tensaouti et al., 2020). These studies suggest that storage of cholesterol and rebuilding of the injured tissue are tightly linked.

There is also a link between cholesterol metabolism and the inflammatory response. The transcription factor Liver-x-receptor regulates cholesterol metabolism and the inflammatory response (Bilotta et al., 2020). Moreover, the sterol metabolite 25-hydroxycholesterol modulates the inflammatory response (Gold et al., 2014). In light of the immune response being an important trigger of neurogenesis in the adult zebrafish telencephalon (Kyritsis et al., 2012), the observed expression changes may promote an immune response and thus regeneration.

Taken together, the regenerating telencephalon thus appears to systematically reprogram cholesterol metabolism from synthesis to relocation of cholesterol with three hypothetical purposes: (i) Provision of material for remyelination of damaged neurons, (ii) Efficient clearance of cell debris, (iii) Activation and the maintenance of the immune response.

### Putative Regulation of Cholesterol Synthesizing Enzymes by Srebf2

In mammals, cholesterol synthesis is tightly regulated by posttranscriptional mechanisms involving the retention of the SREBF transcription factor in the ER (Wang et al., 1994). At high levels of available cholesterol, Srebf2 is associated with Insig1 and Scap at the membranes of the endoplasmic reticulum (ER) and Golgi apparatus. Upon cholesterol shortage, this repressive association is dissolved and Srebf2 moves to the nucleus where it binds to the promoters of genes encoding the various enzymes of the cholesterol synthesis pathway and thereby induces the expression of the enzymes. In mammalian genomes, there are two related *Srebf* genes, *Srebf1*, and *Srebf2*, with Srebf2 being predominantly involved in regulation of genes encoding cholesterol synthesizing enzymes (Wang et al., 1994; Eberlé et al., 2004; Sharpe and Brown, 2013). Similarly, the zebrafish genome harbors two *srebf* genes highly related to mammalian *srebf1* and *srebf2*.

According to previous (AGETAZ database; Diotel et al., 2015) and current results, both Srebf1 and -2 are expressed in the adult zebrafish telencephalon. 

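Expression of *srebf1* (ENSDARG00000067607) was 81.4 ± 1.78 CPM (SD, n = 3) in control and 80.5 ± 2.79 CPM (SD, n = 3) in injured hemispheres, with overlapping libraries and a log2 fold change of -0.016 (SE 0.043, adjp = 0.850). It was positive with scaling by library size alone, at 0.040, when only genes with a mean above 100 were kept, at 0.0054, and without injured replicate 2, at 0.0038.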

Our bioinformatic analysis of the 1-kb promoter upstream regions of genes encoding cholesterol synthesizing enzymes in the zebrafish genome revealed a strong enrichment of Srebf binding sites. Also *insig1* and *scap* mRNAs are expressed in the zebrafish telencephalon and level of *insig1* mRNA decreased upon injury.

Our comparative analysis of the injured and uninjured telencephalic hemisphere uncovered, however, in addition regulation of the *srebf2* mRNA level: *srebf2* mRNA was less abundant in the injured telencephalic hemisphere in agreement with the decreased expression of cholesterol synthesizing enzymes. Intriguingly, we detected a Srebf2 binding site in the promoter of the *srebf2* gene suggesting auto-regulation via a positive feedback loop. Taken together, our *in silico* analysis suggests that the regulation of the level of *srebf2* mRNA is a potential mechanism how cholesterol synthesis is adjusted to the needs of the regenerating zebrafish telencephalon. In view of the expression of the Srebf2 regulators *insig1* and *scap* in the adult zebrafish telencephalon, it is, however, likely that Srebf2 activity is regulated by the canonical posttranscriptional mechanism in addition to abundance of the Srebf2 protein.

### MicroRNAs as Additional Regulatory Mechanisms of Cholesterol Metabolism in the Injured Telencephalon

miRNAs are well known as regulators of large gene batteries (Barca-Mayo and De PietriTonelli, 2014). A total of 184 miRNAs annotated in the zebrafish reference genome (GRCz11) were detectable by small RNASeq in the transcriptome of the adult zebrafish telencephalon. Of these, 31 miRNAs varied in level of expression upon injury. These miRNAs are distinct from miRNAs implicated previously in constitutive neurogenesis (Rajman and Schratt, 2017) and regeneration of the zebrafish optic nerve (Fuller-Carter et al., 2015). Thus, the scale and type of damage of the telencephalon may trigger specific responses both with respect to clearance of dead tissue, neurogenesis and regenerative processes. Given the fact that we prepared small RNAs from entire injured and uninjured hemispheres, it cannot be totally excluded that we failed to detect changes in miRNA expression in low-abundant cells such as stem cells and neuroblasts (März et al., 2011). However, we detected constitutive expression of miR-9 which is expressed in neural stem cells in the telencephalon (Coolen et al., 2013). Our sensitivity of detection appears thus high and includes also stem-cell-specific miRNAs.

Potential targets of miRNAs were identified by the presence of the binding site of miRNAs in the 3’UTR of mRNAs expressed in the injured and uninjured telencephalic hemisphere. Intriguingly, the expression of the miRNAs, *miR-182*, *miR-31*, *miR-155*, and *miR-146a*, which were most strongly up-regulated in response to injury are all linked to the regulation of cholesterol synthesis. The *miR-182* seed sequence was found in the mRNAs encoding the enzymes Acat2, Hmgcs1, and Dhcr24 of the cholesterol synthesis pathway. The level of these mRNA was consistently decreased upon injury. *miR-182* targets also mRNAs coding for the Srebf2 co-regulator Insig1. Thus, *miR-182* appears to affect cholesterol metabolism at two levels: (i) The regulator Insig1 (ii) Selected synthesizing enzymes. The seed sequences of *miR-31*, *miR-155*, and *miR-146a* were present in the 3′UTR of five mRNAs coding for enzymes of the conversion of lanosterol into 7-dehydrocholesterol, also with consistent decrease in their respective levels. In the mouse liver, depletion of *miR-155* resulted in an increase in hepatic level of cholesterol (Miller et al., 2013). Similarly, *miR-146a* was shown to regulate the plasma level of cholesterol (Del Monte et al., 2018). These observations in mice are consistent with the inferred role of these miRNAs regulating cholesterol synthesis in the injured zebrafish telencephalon.

In summary, these miRNAs could provide additional regulatory inputs that act in parallel with the Srebf2 factor on cholesterol synthesizing enzymes. Curiously, the three miRNAs, *miR-31*, *miR-155*, and *miR-146a* target all one section of the cholesterol synthesis pathway, the conversion of lanosterol into 7-dehydrocholesterol (Figure 3A). This suggests that these may be key steps that need tight control.

### Alternative Splicing as an Additional Mode of Regulation of Cholesterol Metabolism

Alternative splicing that can increase the diversity of proteins (Choi et al., 1980) or leads to degradation of mRNAs or proteins (Bartel, 2004) was noted for a number of genes involved both in synthesis and transport of cholesterol. In mammals, polypyrimidine tract binding protein 1 (PTBP1) splices mRNAs encoding several proteins of the cholesterol metabolism including the enzymes HMGCS1, and PCSK9 (Medina et al., 2011; Medina and Krauss, 2013). We found that the levels of mRNAs encoding the two zebrafish homolog Ptbp1a and Ptbp1b were significantly increased suggesting a role of Ptbp1a/b proteins in the regulation of cholesterol metabolism in the injured telencephalon of the zebrafish. In agreement, we observed a shift in the splice patterns of the zebrafish homolog of *hmgcs1* mRNA in response to injury. In mammals, this shift in splice patterns of *hmgcs1* was paralleled by an overall decrease of the three proteins (Medina and Krauss, 2013). This suggests that the action of increased *ptp1a/b* leads to isoforms that are less stable, thereby contributing to the systemic decrease in the expression of mRNAs encoding cholesterol synthesizing enzymes in the injured telencephalon. Together with the known role of PTBP2 in splicing of mRNAs encoding proteins of synaptic vesicle trafficking in the developing mouse brain (Li et al., 2014), our results strengthen a link between regulation of cholesterol efflux and functional repair of damaged adult zebrafish telencephalon.

Another protein with alternatively spliced mRNA is Cadm1b that has a predicted Cholesterol 24-hydroxylase activity (GO term). Cholesterol is esterified to 24-hydroxycholesterol to regulate cholesterol homeostasis via storage (Zhang and Liu, 2015). Interestingly we also found that the promoter of *cyp39a1* harbors a SRE binding motif and that the level of *cyp39a1* mRNA decreases upon injury. Cyp39a1 is a monooxygenase converting 24-hydroxycholesterol into precursor of steroids and other lipids (Li-Hawkins et al., 2000). These results suggest that downstream usage of cholesterol, as precursor, is limited to the benefits of its storage after injury of the telencephalon.

Several mRNAs encoding transporters of cholesterol were also alternatively spliced after injury. These include mRNAs of the Very Low Density Lipoprotein (LDL) Receptor *vldlr* which binds LDLs responsible for cholesterol transport through the blood stream (Khosravi et al., 2018). Together with ApoE receptor, VLDL receptor participates in brain development modulating the Reelin signaling pathway (Lane-Donovan and Herz, 2017). This latter is critical for synaptic formation and plasticity as well as morphogenesis of mouse cerebellum (Jossin, 2020). Anxa6 together with NPC proteins mediates endosomal trafficking of cholesterol (Cubells et al., 2007). Several transporter of the OSB family (Yan et al., 2007) were affected by alternative splicing. None of the alternatively spliced amino acid coding exons has a specific annotated function or structure in the InterPro database (Mitchell et al., 2019). It remains thus to be seen whether these alternatively spliced proteins have altered properties such as function, stability or subcellular locations. OSB proteins bind cholesterol and cholesterol derivatives, as 24- and 25-hydroxycholesterol, participating in the intracellular homeostasis of cholesterol by facilitating trafficking between the organelles (Raychaudhuri and Prinz, 2010). As cholesterol exerts a regulation of its own synthesis, OSB proteins also indirectly participate in the regulation of cholesterol synthesis. OSB proteins are also known to sense cholesterol and to mediate downstream cell signaling pathways such as JAK/STAT and ERK.

Taken together our results suggest that alternative splicing is an important process contributing to the altered expression/activity of cholesterol metabolizing proteins in response to injury.

### Relevance of Modulation of Cholesterol Metabolism

Key questions are why cholesterol metabolism is so tightly regulated and why the down-regulation of it is a feature of the injured telencephalon. Cholesterol is an essential component of many cellular processes. It determines the biophysical and biochemical properties of membranes. It is a precursor of steroid hormones, and cholesterol derivatives are important secondary modifications of proteins such as Wnt receptors (Sheng et al., 2014) or Hedgehog ligands (Purohit et al., 2020). Thus and given its general hydrophobic property, free excess cholesterol has an impact on the functional integrity of membranes and the communication between cells. Debris from damaged axonal processes, in particular their membrane-rich myelin sheaths, may likely be abundant sources of extracellular cholesterol. It is probably very critical for cell survival and efficient repair of the brain to control free cholesterol levels very tightly. Moreover, as discussed above cholesterol may be involved as a proinflammatory cue to drive regenerative neurogenesis as well as myelination.

The coordinated down-regulation of expression of genes encoding cholesterol synthesizing enzymes and the up-regulation of transporters suggests that the injured telencephalon switches from synthesis of cholesterol to its import from the extracellular environment. In addition, the up-regulation of genes coding for cholesterol transporters (Npc1, Npc2), which are linked to endosomes (Cubells et al., 2007; Colombo et al., 2021) may reflect an additional switch to cholesterol storage in microglial cells or excretion rather than synthesis. In this context, it is important to note that the blood brain barrier prevents efficient exchange of cholesterol between the brain and the rest of the body (Björkhem and Meaney, 2004), possibly necessitating this tight control within the brain. In the injured brain of mice (Wong et al., 2020), cholesterol 25-hydroxylase levels are increased in microglial cells. This enzyme converts cholesterol into a more hydrophilic form and allows there by its crossing of the blood brain barrier, metabolism in the liver and excretion via the bile. We observed an elevated level of cholesterol 25-hydroxylase mRNA in the injured zebrafish brain suggesting that increased efflux to the liver may also be a mechanism to reduce cholesterol levels in the injured zebrafish brain. Furthermore, in the injured mouse and rat brain, APOE, a transporter of cholesterol, is increased upon injury (Castranio et al., 2018; Chong et al., 2019). Thus, also in the mouse, cholesterol metabolism and transport appears to be increased upon injury.

However transport to the liver may not be the only important transport route. Genes involved in cholesterol transport into vesicles for purposes of storage within the brain are also activated. These brain intrinsic stores may be instrumental for the ordered reassembly of damaged brain structures. In agreement, mice deficient in ApoE present impaired formation of dendrites (Tensaouti et al., 2020).

Despite several anecdotal lines of support in the literature, to our knowledge, the systemic regulation of cholesterol metabolizing enzymes which we observed in the injured zebrafish telencephalon was not reported so far for the mammalian brain. This control of cholesterol metabolism may be of medical relevance. It may open possibilities to combat the outcomes of conditions like stroke, injury and neurodegeneration in the human brain. In support, decreasing the level of circulating cholesterol in the rat improves the recovery after brain injury (Chong et al., 2019). Taken together, our comparative *in silico* analysis of the transcriptomes of the injured and uninjured telencephalon of the adult zebrafish suggests that regulation of cholesterol levels is an important process for brain regeneration.

### Multi-Layer Regulation of Cholesterol Metabolism a Means of Robustness or a Mood of Evolution?

We showed here that, cholesterol metabolizing genes appear to be regulated at multiple levels in response to injury of the telencephalon. At the level of inferred protein functions, an overall switch from synthesis to transport and possibly also storage and metabolism/excretion of cholesterol is evident from the comparative analysis of the transcriptomes of the injured and uninjured telencephalon. When the putative regulatory mechanisms were explored, changes of expression of regulatory molecules suggested multiple synergistic and complementary regulatory networks controlling cholesterol synthesis and transport. These include a decrease of Srebf2 mRNA leading to reduction of the key transcription activator of most enzymes of the cholesterol synthesis pathway. Drawing from the mammalian literature (Ulitsky et al., 2012), the expression of key regulators (Insig1, Scap) in the zebrafish telencephalon and given the general high conservation of many regulatory mechanisms between fish and mammals, it is likely that the activity of zebrafish Srebf2 is also regulated by subcellular distribution. Thus, in addition to down-regulation of the *srebf2* mRNA, the corresponding protein is likely not located in the nucleus in the injured telencephalon. Changes in splice patterns of cholesterol synthesizing enzymes and transporters may alter protein function or lead to degradation of the mRNA or encoded enzymes adding another principle of regulation. Further layers of regulation are conferred by changes in expression of regulatory RNAs. Up-regulation of miRNAs targeting the mRNAs of a subgroup of cholesterol synthesizing enzymes contributes to the decrease of the target RNAs. Changed expression of lncRNAs at the loci of several genes encoding cholesterol synthesizing or transporting proteins offer yet other layers of regulatory principle woven into the control of cholesterol metabolism.

A key question is why cholesterol metabolism requires such a complex multi-layered control. The transcriptional changes in cholesterol metabolizing genes and their multilevel regulation may be a reflection of the brain’s autonomy with respect to cholesterol metabolism. The crucial biological functions of cholesterol and the pathogenic effects of excessively high cholesterol levels may call for efficient and robust mechanisms. This robustness may be best achieved by complementary and synergistic modes of regulation. Alternatively, this architecture of regulatory mechanisms may be a reflection of how living systems evolve. By randomly recruiting and adapting components of the cells existing repertoire of gene regulatory mechanisms, this seemingly rather complex regulatory network architecture may have arisen. As the evolved mechanisms were effective, they were maintained. Thus, this complexity most likely reflects both evolutionary process and robustness in adaptation of cholesterol levels to the physiological state during injury and repair of the brain.

## Data Availability Statement

mRNAseq and small RNAseq data are available on the Gene Expression Omnibus data base under the accession identifiers GSE161137 and GSE160992, respectively.

## Ethics Statement

The animal study was reviewed and approved by the Government of the Baden-Württemberg, Regierungspräsidium Karlsruhe, Germany.

## Author Contributions

US, OA, and SR designed the study. OA carried out the sequencing experiments. LL and ND tested the reproducibility of the results. VG analyzed and integrated the results. US, VG, and OA interpreted the results. US and VG wrote the manuscript. All authors read and approved the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

adjp: adjusted *p*-value
cDNA: complementary deoxyribonucleic acid
ChIP: chromatin immuno-precipitation
CNS: central nervous system
dpl: day post lesion
ER: endoplasmic reticulum
FC: fold change
FDR: false discovery rate
GO: gene ontology
hpl: hour post lesion
kb: kilobase
KEGG: Kyoto encyclopedia of genes and genomes
LDL: low density lipoprotein
mRNA: messenger RNA
miRNA: microRNA
lncRNA: long non-coding RNA
NSC: neuronal stem cell
OSB: oxy sterol binding
qRT-PCR: quantitative reverse transcription polymerase chain reaction
RGC: radial glial cell
RNA: ribonucleic acid
SRE: sterol regulatory element
SREBF: sterol regulatory element binding family
TF: transcription factor
UTR: untranslated region.

How the deposited data were processed for this re-analysis (not part of the article)

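Polyadenylated RNA was measured by RNASeq in 3 injured and 3 control telencephalic hemispheres of the adult zebrafish at 5 dpl, as 1 library per hemisphere. The authors mapped the reads to GRCz11 with STAR, kept for reads with several loci only the mapping with the highest quality score, counted reads per gene with HTSeq in union mode, and deposited these raw counts without normalization, 1 file per library. The text of the paper states neither the versions of these tools, nor the strand setting, nor the release of the annotation, nor whether both ends were sequenced. Each file ends with the HTSeq totals of reads on no feature, 27.2% to 29.7% of a library, and of reads on more than 1 gene, 1.45% to 1.53%. The reads on genes were 59675791, 84610201 and 78812707 in control and 83474435, 91663196 and 63200617 in injured hemispheres, and the largest library held 1.54 times the reads of the smallest. TMM factors were 0.978, 0.985 and 0.980 in control and 1.01, 1.02 and 1.02 in injured hemispheres.

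Counts were analysed in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. Genes kept by filterByExpr with its defaults were tested with glmQLFit and glmQLFTest at the package defaults, with TMM normalization, condition as the only term, Benjamini-Hochberg adjustment and a threshold of 0.05. Log2 fold changes are injured over control. Gene lists were tested with camera at a preset correlation of 0.01, and with fry and camera with an estimated correlation as alternatives. The lists for cell types and pathways were adjusted together, and the genes of Fig. 3A were not adjusted. Libraries were compared by Euclidean distance on variance-stabilized counts (DESeq2, blind) and complete linkage. A gene was taken as expressed with a mean normalized count above 100, the limit the paper states. Genes listed by the paper with an SRE were compared with other called genes by a two-sided Fisher's exact test. The first 3 principal components of the log2 CPM held 45.7%, 22.2% and 17.9% of the variance.

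The steps were tested on simulated data, with counts drawn for 22558 genes in 3 against 3 libraries and 200 genes changed 2-fold. Over 5 simulations, edgeR called 66.7% of the changed genes on average, and 9.22% of its calls were false, with a range of 8.53% to 10.3%. DESeq2 called 74.8%, and 25.7% of its calls were false. These counts were drawn with edgeR's dispersions per gene. With its trended dispersions, chosen after these values were seen, 4.15% of the calls of edgeR were false, with a range of 2.94% to 6.62%, and 15.5% of those of DESeq2, so that whether edgeR exceeds the nominal 5% depends on the dispersions simulated. The limit set for edgeR in this test was raised after a first simulation had exceeded it. With the dispersions per gene, 4.56% of unchanged genes had an unadjusted *p*-value below 0.05 with edgeR and 4.51% with DESeq2. The share of false calls depends on how many genes change. The simulations changed 200 genes, and edgeR called 3715 in the data, so the simulated shares do not carry over to the genes called here.

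Apart from *rcvrn3*, *rbp3*, *saga* and *ASMT*, which were singled out after their values were seen, the genes named follow a rule set before the data were examined. They are the genes for which the paper gives a direction or value in its text, Fig. 1C, Fig. 3A, Fig. 6 or Supplementary Table 3, whose values had been seen, the 5 genes with the largest increase and the 5 with the largest decrease among called genes with a mean normalized count above 100 and no overlap between conditions, and members of the lists reported. The lists cover sterol synthesis and cholesterol transport outside Fig. 3A, fatty acid synthesis, lysosomes, neurons, oligodendrocytes, radial glia, microglia and leukocytes, endothelial cells, erythrocytes, skin and proliferation. Lists of pineal and photoreceptor, habenula, and inner retina and lens markers were added after high counts of photoreceptor genes in 2 libraries had been seen, and before the values of these members were. Of 351 list members written, 317 matched 1 gene. Of the 32520 identifiers, 29280 had a name in the table of gene names or in the supplementary tables. Supplementary Table 1 was held only in part, with 1999 genes.

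Residuals of control and injured libraries with the same replicate number correlated across genes at 0.519, 0.396 and 0.321, and those with different numbers at -0.361 to -0.0832. The numbers therefore pair the samples, although the text of the paper does not say that a number marks a fish, and replicate was added as a block in an alternative. Genes are not independent replicates in these correlations. The other alternatives were the DESeq2 Wald test with Benjamini-Hochberg or Bonferroni adjustment, edgeR with RLE or upper-quartile normalization or library size alone, no filter, only genes with a mean above 100, Bonferroni adjustment of the edgeR test, each library left out, and for distances log2(CPM + 1) and the 1000 most variable genes. Added after the data were seen were edgeR with legacy = FALSE and DESeq2 with alpha 0.05 for its independent filtering in place of its default of 0.1. Left out were the SRE search in promoters, for lack of a genome, counts of lncRNA genes, for lack of gene classes, tests of GC content and gene length, and the miRNA, splicing, GO and qRT-PCR results, whose data are not in the files used.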

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

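Chosen only after the result was seen were the tests of scaling, of depth, of a lower share of neurons and of other splits for the oligodendrocyte, endothelial and lysosomal lists, the test of a response to the injury for photoreceptor genes, and the condition that more than 1 marker is needed for retina or lens.

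Among genes the paper does not discuss, *lhx4* (log2 fold change 5.43), *tph2* (5.39), *rbp4l* (5.33) and *CNGA1* (4.70) had the largest increases of those with an adjp below 0.05, a mean normalized count above 100 and no overlap between the conditions. In injured replicates 1, 2 and 3 they were at 4.33, 0.235 and 12.9 (*lhx4*), 6.98, 0.416 and 16.7 (*tph2*), 3.64, 0.256 and 11.4 (*rbp4l*) and 3.72, 0.235 and 8.91 (*CNGA1*) CPM. With each library left out, their log2 fold changes lay between 4.09 and 5.99, between 4.28 and 5.95, between 3.96 and 5.89 and between 3.59 and 5.26. The adjp of *lhx4* was 0.111, 0.0983 and 0.115 without control replicates 1, 2 and 3, and 0.0544 and 0.0660 without injured replicates 1 and 3, and without injured replicate 2 it was 0.00269. For *tph2* it was 0.0924, 0.0862 and 0.102 without control replicates 1, 2 and 3, and 0.0543 without injured replicate 3. For *rbp4l* it was 0.104, 0.0959 and 0.113 without control replicates 1, 2 and 3, and 0.0515 and 0.0604 without injured replicates 1 and 3. For *CNGA1* it was 0.109, 0.112 and 0.122 without control replicates 1, 2 and 3, and 0.0638 and 0.0839 without injured replicates 1 and 3. With edgeR's legacy = FALSE, chosen after the data were seen, the values were 0.0801, 0.0620, 0.0816 and 0.0820, and over all alternatives they ran from 2.36e-04 to 1, 9.77e-05 to 1, 2.15e-04 to 1 and 0.00120 to 1. Abundant photoreceptor genes, singled out after their values were seen, had the same pattern. *rcvrn3* was at 56.3 and 131 CPM in injured replicates 1 and 3, 0.235 in injured replicate 2 and 0.325 in the mean control. *rbp3* was at 37.2 and 86.7, *saga* at 35.3 and 80.5 and *ASMT* at 24.5 and 53.1 CPM in these libraries.

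A candidate explanation is tissue of the pineal organ in these 2 samples. Of 12 pineal and photoreceptor markers with at least 10 counts in a library, 6 were over 2 times higher in both libraries than in each of the other 4, against 123 of 23720 other genes, or 0.519% (one-sided Fisher's exact test, p = 2.06e-11). Control hemispheres also express 3 of these markers at over 1 CPM. None of the 12 markers was so in injured replicate 1 alone. The list was written after photoreceptor genes had been seen high in these 2 libraries, so its *p*-value is not independent support. It joins pineal and photoreceptor markers, so the count cannot tell the pineal organ from other tissue with photoreceptors. For retina or lens, 1 of 9 markers was higher in both libraries (one-sided Fisher's exact test, p = 0.0479). It was *rx2*, at 0.118 and 0.232 CPM. As first written, this value met the test for retina or lens, and the condition of more than 1 marker was set after it was seen, so retina is not excluded. A response to the injury also stays open. Injured replicate 2 lay above every control for 2 of the 12 markers, but it is a single library. Of 82 tested genes with this pattern, 42 had an adjp below 0.05, and for 19 of these injured replicate 2 lay within or under the controls.

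*CR318588.3* (ENSDARG00000094719), which the paper does not discuss, had a log2 fold change of 4.21 (adjp = 5.50e-04). It was at 0.727 ± 0.174 CPM (SD, n = 3) in control and 13.3 ± 3.25 CPM (SD, n = 3) in injured hemispheres and stayed past the threshold with each library left out. Whether it shares reads with a near-identical copy was not tested, since no sequence was at hand, and no biological explanation was tested.

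The oligodendrocyte, endothelial and lysosomal lists were higher after injury. The text of the paper does not report on these lists, although it names angiogenesis among its enriched terms. Its introduction cites earlier work in which oligodendrocytes and their precursors gathered at the wound without significant proliferation. The median log2 fold change was 0.79 for 17 oligodendrocyte markers (12 called higher), 0.44 for 12 endothelial markers (9 called higher) and 0.36 for 20 lysosomal genes (15 called higher). With limma's camera the adjusted p-values were 1.30e-10, 1.31e-06 and 1.90e-21, with fry 0.00625, 0.00224 and 3.56e-04, and with an estimated correlation 0.0929, 0.0540 and 0.0223, so that only the lysosomal list stayed past the threshold there. Scaling as the whole cause is argued against, since the lowest of the 3 medians was 0.34 under other scalings. Depth is argued against by a lowest median of 0.37 with every library thinned to 59675791 reads. A lower share of neurons would raise other cell types alike, but the endothelial median reached at most 0.49 with 1 library left out, and the oligodendrocyte median was at least 0.69. Of 10 splits of the libraries, 1, the real one, gave p-values as small for all 3 lists, the smallest share that 3 libraries against 3 can give, so this count could not exclude chance. GC content and gene length could not be tested. A change in these cells after injury stays open and may be one explanation.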

How the results depend on the processing

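Tests chosen only after the result was seen were edgeR with legacy = FALSE and DESeq2 with alpha 0.05, and all other alternatives were chosen before the data were examined.

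The enzymes and transporters of Fig. 3A kept their direction and their side of the threshold as sets under every alternative run. Bonferroni adjustment of the edgeR test lowered the genes called to 51, of which 51 were higher and 0 lower, where 6890 genes had an unadjusted *p*-value below 0.05, and DESeq2 with Bonferroni adjustment called 235 lower. It left 2 markers of Fig. 1C, 0 enzymes (17 at an unadjusted *p*-value below 0.05, 10 with DESeq2 and Bonferroni adjustment) and 3 transporters, and the log2 fold change of *srebf2*, -0.64, was no longer past the threshold. DESeq2 with Bonferroni adjustment called 1281 genes, 1046 of them higher, and 7 markers of Fig. 1C. A stricter adjustment lowers counts by construction. Lower genes numbered 1922 with the DESeq2 Wald test and 1957 with alpha 0.05, and the cause was not tested. With library size alone they numbered 470. TMM factors were lower in every control library (0.978 to 0.985) than in every injured library (1.01 to 1.02). Scaling without these factors moves log2 fold changes upward, and the smaller number of lower genes goes with that shift. The edgeR setting of edgeR 3 proved to be the default of the version used and so moved nothing. The median log2 fold change of all genes shifted to at most 0.053, with library size alone.

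With replicate as a block, 8141 genes were called, 4490 higher and 3651 lower. The odds ratio for SRE genes was reversed there, at 0.799, but the block calls more genes than the paper searched for an SRE, and genes not searched could not be listed, so this value says nothing about SRE genes. It was past the threshold with library size alone, at 1.43, and the cause was not tested. The odds ratio could not be had under Bonferroni adjustment, which left no lower genes. The block also brought *FABP7* (ENSDARG00000007697), *fdps*, *nsdhl*, *mvk*, *BX511123.2*, *dsg2.1*, *nfia*, *osbpl9*, *ptbp1b*, *rxraa*, *vldlr*, *arv1* and *hsd3b7* past the threshold and changed no other call among the genes and list medians in the 105 results compared. Calls of other list members, such as *mbpa* and *mcm7*, also changed. The ratio of distances was 1.61 with the 1000 most variable genes, and the cause was not tested.

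Under camera with an estimated correlation, the medians of the oligodendrocyte (0.79), radial glia (0.53), endothelial (0.44) and proliferation lists (1.31) were no longer past the threshold. Under fry, the median of the sterol enzymes outside Fig. 3A, -0.13, was past it. These methods take the correlation between genes from the data. The median of transport genes outside Fig. 3A was 0.043 with library size alone and 0.00059 without a filter, with the sign reversed, and *srebf1* was at 0.040 with library size alone and 0.0054 with only genes with a mean above 100. With library size alone, the median over all genes tested rose from -0.0038 to 0.053, so that both values there moved with all genes. The other causes were not tested.

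With each library left out, the genes called lay between 1797 and 3017, those higher between 1419 and 2106 and those lower between 307 and 911. The total was 1797 without control replicate 1, 2372 without control replicate 2, 1820 without control replicate 3, 2209 without injured replicate 2 and 2355 without injured replicate 3. The higher genes numbered 1490 without control replicate 1 and 1419 without control replicate 3, and the lower genes 307 without control replicate 1, 497 without control replicate 2, 401 without control replicate 3, 456 without injured replicate 2 and 456 without injured replicate 3. Markers of Fig. 1C called lay between 6 and 10, with the lowest without control replicate 3, the ratio of distances between 1.35 and 1.59, with the lowest without control replicate 3 and the highest without injured replicate 2, and the odds ratio for SRE genes between 1.16 and 1.36. The odds ratio was past the threshold without control replicate 1 (1.36), control replicate 2 (1.32) and injured replicate 3 (1.30). The median of the skin list lay between -0.050 and 0.50, and was negative without control replicate 3. Signs reversed for *ggps1* (-0.019 to 0.045, negative without control replicate 1), *pmvk* (-0.40 to 0.057, positive without injured replicate 2), *anxa6* (-0.013 to 0.41, negative without control replicate 2), *osbpl3b* (-0.12 to 0.00059, positive without injured replicate 3) and *srebf1* (-0.041 to 0.0038, positive without injured replicate 2), none of which was past the threshold with all libraries. Fewer libraries lower the number of genes called by construction.

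Of 105 results, 9 came past the threshold with the DESeq2 Wald test, 2 with RLE normalization, 3 with only genes with a mean above 100 and 5 with library size alone, where 3 were lost, and 50 were lost with Bonferroni adjustment and 24 with it in DESeq2. Legacy = FALSE brought 1 past it and lost 5. Leaving out a library took 19, 17 and 22 results below it for control replicates 1, 2 and 3, and 9, 11 and 15 for injured replicates. The alternatives on promoter length, motif core and GC content of promoters, and all of those on lncRNA genes, were not run, for lack of a genome and of gene classes. Depth limits genes with few counts, such as *cxcl8b.1*, at 0.167 CPM in control hemispheres.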

Differences from the paper's values

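Tests chosen only after the result was seen are the comparisons with the directions exchanged, with control over injured and with 2 reads per count, and DESeq2 with alpha 0.05 and edgeR with legacy = FALSE.

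For *cxcr4b*, the paper gives a fold change of 3.73, and the value here was 2.97, which lay more than 1 SE of the log2 fold change from the paper's value under every alternative set before the data were examined, at 2.87 to 3.13. For *cxcl8b.1* the paper gives 2.93 and the value here was 3.77, so that each value is near the one the paper gives for the other gene. The paper's value for *cxcl8b.1* lay within 1 SE of the log2 fold change here, 1.91 (SE 0.48). That log2 fold change was 1.24 without injured replicate 2. For *vldlr*, the paper gives 1.12, and injured over control was 0.905, which lay more than 1 SE from the paper's value under every alternative set before the data were examined, at 0.881 to 0.941. As control over injured it was 1.11, within 1 SE of the paper's value under every alternative set before the data were examined except library size alone (1.06).

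Of differentially expressed genes, the paper reports 3043 lower genes, against 1087 here. Of the alternatives set before the data were examined, only the replicate block, with 3651, came within 1.5 times of it. With the directions exchanged, the paper's 1946 higher genes stand against the same 1087 lower genes, and only the DESeq2 Wald test, with 1922, came within 1.5 times among the alternatives set before the data were examined. The alpha of 0.05 chosen after the values were seen gave 1957. The paper's 3043 against higher genes compared with 3034 in the DESeq2 Wald test. The held part of Supplementary Table 1 has 1520 positive and 479 negative log2 fold changes, each within 0.01 of those of DESeq2 here. Its adjusted *p*-values, which the methods describe as Bonferroni, are 21931 times the unadjusted value for the smallest *p*-value, 10966 times for the next and 11.0 times for the largest one held, where a Bonferroni column holds 1 ratio.

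For the reads in the files, the paper gives about 600000000 in each condition, and the sums here were 322765172 in control and 341254883 in injured hemispheres. For the mean reads per library, the paper gives more than 200000000 and the value here was 110670009. No alternative changes these sums. For the reads in the files at 2 reads per count and the mean reads per library at 2 reads per count, the values are 645530344, 682509766 and 221340018, each within 1.5 times of the paper's.

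Directions also differed. The paper states that *nfia*, *sox9a* and *sox9b* fell, and they were higher here, with log2 fold changes of 0.34, 0.27 and 0.70. The fold changes the paper prints for *nfia*, *sox9a* and *sox9b*, 1.25, 1.20 and 1.60, are near those of this increase, 1.26, 1.21 and 1.62. The paper states that *oxr1a* and *sqlea* rose, and genes of these names were lower here, at -0.18 and -2.19, while its Supplementary Table 3 gives *sqlea* as lower. The paper speaks of *oxr1a* lncRNAs, and that the gene matched by this name is one of them is not established. The legend of Figure 3 has the enzymes increased and the transporters decreased, where 17 of 17 enzymes were lower and 7 of 7 matched transporters higher here, as in the paper's text. The Discussion has *cyp39a1* fall, and its fold change here was 2.14, with an increase in Supplementary Table 3.

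Some genes the paper calls were not past the threshold here. The DESeq2 Wald test called *nsdhl*, *nfia*, *rxraa*, *BX511123.2*, *vldlr*, *arv1*, *hsd3b7*, *dsg2.1* and *FABP7* (ENSDARG00000007697), with adjusted *p*-values of 0.0130, 0.0132, 0.0144, 0.0365, 0.0167, 0.0486, 0.0372, 0.0226 and 0.0253. Over all alternatives their values ran from 0.00180 to 1. The replicate block called these and *ptbp1b* (0.0410). Library size alone called *nfia*, *ptbp1b* and *rxraa*, RLE normalization called *nsdhl* and *vldlr*, the limit of a mean above 100 called *nsdhl*, *nfia* and *rxraa*, and *nsdhl* was called without control replicate 1 (0.0293), *nfia* without injured replicate 3 (0.0340) and *vldlr* without injured replicate 1 (0.0339). DESeq2 with alpha 0.05, chosen after the values were seen, called all 10 including *ptbp1b* (0.0493) and dropped 0 of the named genes that the paper calls, and edgeR with legacy = FALSE, chosen after the values were seen, called *nsdhl* (0.0424) and dropped 1, *cxcl8b.1*. The DESeq2 fold change of ENSDARG00000007697 was 1.27, the value the paper gives for *fabp7a*.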

Other observations

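Chosen only after the result was seen were the tests of scaling and depth for the excess of higher genes and the test of neuron loss for the leukocyte markers. A condition that a list with genes called in both directions decides nothing was set after the fatty acid values were seen. The sizes of the fatty acid values are therefore compared below without it. The habenula list was written after high counts of other habenula genes had been seen in injured replicate 1.

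Several explanations of the lower enzymes were tested. Fewer oligodendrocytes are argued against by an oligodendrocyte median of 0.79 (0.69 to 0.91 with 1 library left out), far above that of the enzymes, and fewer neurons by a neuron median of -0.19 (-0.21 to -0.17) over 18 markers, 10 of them called lower. An equal fall of all lipid synthesis is argued against by a fatty acid synthesis median of -0.094 (-0.11 to -0.047 with 1 library left out). The enzyme median of -0.73 (-0.76 to -0.68) lay far below it. The fatty acid list had 2 genes called higher and 2 called lower, so a fall of part of lipid synthesis stays open. The choice of the genes drawn in Fig. 3A stays open, since sterol enzymes outside it had a median of -0.13 and their set test depended on the method. No other split of the libraries gave as small a set-test p-value, so 1 of 10 did. This is the smallest share that 3 libraries against 3 can give, so a count of splits could not exclude chance here or below, whatever the values. Among the other splits the smallest was 2.57e-10, in a split that also parts the 3 pairs.

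For the higher transporters, transport genes outside Fig. 3A had a median of -0.013 over members that went both ways, which leaves the choice of genes open. More lysosomal RNA as the whole cause is argued against by a lysosomal median of 0.36, below that of the transporters. More microglia and leukocytes may contribute, as their markers rose by a median of 1.14 (1.11 to 1.19 with 1 library left out), above the transporter median of 0.75. The mean was higher for the transporters, 1.33 against 1.24, and *NPC2* (3.54) rose further than each marker (at most 2.35). The increase of *apoeb* (2.40, SE 0.15) was within error of that of the highest marker, *marco* (2.35, SE 0.21). The paper itself names *apoeb* as a marker for microglia. The marker list does not show which cells hold the transporter mRNAs. Of 10 splits, 1 gave as small a p-value, which by its number cannot exclude chance.

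Of 19 microglia and leukocyte markers, 18 were called higher (limma's camera, adjusted p = 4.00e-51). Blood left in the tissue is argued against by an erythrocyte median of -0.083 over 4 genes, the highest at 0.12, and skin carried in by a skin median of 0.21, which ran from -0.050 to 0.50, with the lowest value without control replicate 3, and the highest skin marker at 0.85. A loss of neurons alone would raise other cell types alike, but the radial glia, oligodendrocyte and endothelial medians reached at most 0.91 with 1 library left out, below the lowest leukocyte median of 1.11. A change in the leukocytes stays open. The real split, 1 of 10, gave the smallest p-value, and this number of splits cannot exclude chance. Radial glia markers had a median of 0.53 (9 of 10 called higher) and proliferation markers 1.31 (15 of 16). Of the radial glia markers *gfap*, *id1*, *nes* and *s100b* are also markers of Fig. 1C, of the leukocyte markers *cxcr4b* and *lcp1* and of the proliferation markers *pcna*.

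More genes were called higher than lower. TMM scaling as the cause is argued against by a share of at least 66.8% higher under other scalings, and a difference in depth by 71.2% higher among 3509 genes with every library thinned to the smallest. The share was 61.2% with the DESeq2 Wald test and 55.2% with replicate as a block, so that the size of the excess depends on the model. The 10 most counted genes held at most 5.10% of a library. The other 9 splits of the libraries gave 0 genes with edgeR, with 116 to 1349 genes at an unadjusted *p*-value below 0.05, and 1 of 10 splits gave as many as the real one, and this number of splits cannot exclude chance. Of these splits, 4, the real one included, part all 3 pairs of replicate numbers. No other tool was run on the other splits.

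In injured replicate 1, 2 of 11 habenula markers, *kiss1* (1.22 CPM) and *pou4f1* (2.03 CPM), were over 2 times higher than in each other library, against 46 of 23721 other genes (one-sided Fisher's exact test, p = 2.18e-04). Tissue of the habenula in this sample may be the source. Control hemispheres express 8 of the markers at over 1 CPM, and none of the 11 was over 2 times higher in injured replicates 1 and 3 together. *pou4f2*, of the retina and lens list, was at 3.80 CPM in injured replicate 1 and 0.0237 in the mean control, so retina is not excluded there either.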
